# FOXP3‐regulated lncRNA NONHSAT136151 promotes colorectal cancer progression by disrupting QKI interaction with target mRNAs

**DOI:** 10.1111/jcmm.18068

**Published:** 2023-12-02

**Authors:** Handong Huang, Xiaoxiang Liang, Weizheng Wu, Tao Yuan, Zhengquan Chen, Lin Wang, Zhenyu Wu, Tao Zhang, Kai Yang, Kunming Wen

**Keywords:** colorectal cancer, long non‐coding RNA, NONHSAT136151, QKI, RNA binding protein

## Abstract

The role of lncRNAs in the pathogenesis of cancer, including colorectal cancer (CRC), has repeatedly been demonstrated. However, very few lncRNAs have been well annotated functionally. Our study identified a novel lncRNA upregulated in CRC, NONHSAT136151, which was correlated with clinical progression. In functional assays, NONHSAT136151 significantly enhanced CRC cell proliferation, migration and invasion. Mechanistically, NONHSAT136151 interacted with RNA‐binding protein (RBP) QKI (Quaking) to interfere with QKI binding to target mRNAs and regulate their expression. As well, FOXP3 may be causally related to the dysregulation of NONHSAT136151 in CRC cells through its transcriptional activity. In conclusion, our findings identified a novel lncRNA regulated by FOXP3 participates in CRC progression through interacting with QKI, indicating a novel lncRNA‐RBP interaction mechanism is involved in CRC pathogenesis.

## 1 INTRODUCTION

According to the latest cancer statistics worldwide, colorectal cancer (CRC) is the third most common cancer and the second most prevalent cause of cancer‐related deaths.^1^ CRCs unrelenting high morbidity and poor prognosis have caused significant economic and psychological burden worldwide.^2^ Deepening the understanding of pathogenic mechanisms at the molecular level is imperative to identify the new specific biomarkers and effective targets of treatment in CRC. It has become increasingly apparent in the past decade that lncRNAs take part in the occurrence and progression of numerous diseases in humans,^3^, ^4^, ^5^, ^6^, ^7^, ^8^, ^9^ including malignant tumours.^7^, ^8^, ^9^ Accumulating studies have revealed that lncRNA expression is frequently dysregulated in CRC, which often leads to changes in various tumour phenotypes, such as proliferation, apoptosis and invasion.^10^ It follows that lncRNAs are potentially valuable biomarkers and therapeutic targets in CRC.

LncRNAs are reported to perform regulatory functions at almost all levels of gene expression through the lncRNA interactome, which refers to various cellular biomolecules including DNA, RNA, miRNA and proteins.^11^, ^12^ However, most scholars believe that lncRNAs function mainly by interacting with RNA‐binding proteins (RBPs).^13^, ^14^, ^15^ According to recent studies, the interaction of lncRNAs with RBPs also participates in CRC pathogenesis. For instance, binding of lncRNA OCC‐1 enhanced ubiquitination of HuR, suppressing the growth of CRC cells^16^; LINC0051 promoted proliferation of CRC in vitro by binding to EZH2 and enhancing its enrichment in the promoter region of IL‐24^17^; CYTOR bound to NCL and Sam68 as a scaffold and facilitated migration, invasion, proliferation and metastasis in CRC.^18^ Therefore, intensive research on the interaction between lncRNAs and RBPs is of great importance to thoroughly elaborating CRC pathogenesis.

The current study identifies NONHSAT136151 as an unannotated lncRNA involved in CRC progression. We also found that mechanistically, NONHSAT136151 exerted a pro‐oncogenic function by directly interacting with QKI (Quaking), a crucial RBP that is considered a tumour suppressor.

## 2 MATERIALS AND METHODS

### 2.1 Patient and clinical samples

In this study, 61 pairs of patient specimens, including colorectal carcinoma tumour tissues and paired adjacent noncancerous tissue (ANT), were collected from CRC patients undergoing radical resection at the Affiliated Hospital of Zunyi Medical University. The inclusion criteria were as follows: (a) histopathological confirmation from two experienced pathologists; (b) radical resection of CRC; (c) clinical records available. The exclusion criteria were: (a) preoperative antitumor treatments, such as chemotherapy, radiation and targeted therapy; (b) inflammatory bowel diseases, hereditary non‐polyposis CRCs or familial adenomatous polyposis; (c) other primary malignancies simultaneously. All tissue samples were snap‐frozen immediately following resection and stored at −80°C until subsequent use. In all cases, two pathologists with extensive experience confirmed the CRC diagnosis on histology. An ethics approval was obtained from the Medical Ethical Committee of Zunyi Medical University prior to the collection of tissue samples. All participating patients or their families provided formal consent.

### 2.2 Microarray analysis

Total RNA was extracted from paired CRC tumour and ANT samples. Clariom D human arrays (Affymetrix, Inc.) were utilized to screen the global profiling of human lncRNAs. Differentially expressed lncRNAs were defined as fold change ≥2.0 and *p*‐value ≤ 0.05. The chip assays and data analysis were performed by Beijing Cnkingbio Company.

Fluorescent labelled NONHSAT136151 was hybridised with the human proteome microarray (HuProt™ 20K; CDI Laboratories, Inc.) for NONHSAT136151‐binding protein detection. The assays and data analysis were performed by Shanghai Wayen Biotechnologies Inc., as previously described.^19^

### 2.3 Cell culture and transfection

Colorectal cancer cell lines, SW480 (cat. no. SCSP‐5033), SW620 (cat. no. TCHu101), Caco‐2 (cat. no. SCSP‐5027), HCT 116 (cat. no. TCHu 99) and HT‐29 (cat. no. SCSP‐5032), were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Normal human colon cell FHC (cat. no. CRL‐1831) was purchased from the American Type Culture Collection (ATCC). DNA fingerprinting and mycoplasma contamination were performed on the cell lines. Cell lines were cultured in RPMI 1640 (HyClone, Cytiva) with 10% fetal bovine serum (FBS; Gibco, Inc.). SW480 and SW620 cells were kept at 37°C in an air incubator, and Caco‐2, HCT 116, HT‐29 and FHC cells were incubated in a humidified incubator at 37°C, with 95% air/5% CO_2_.

Small interfering RNAs (siRNAs) and corresponding negative control siRNA scramble (si‐NC) used in the study were purchased from Anhui General Biosystems, Inc. The siRNA sequences can be found in Table S1. CRC cells were cultured until 70–80% confluence and then treated with siRNAs using Lipofectamine 3000 Transfection Reagent (5 μL; cat. no. L3000075; Invitrogen, Thermo Fisher Scientific, Inc.). Transfected cells were collected for subsequent experiments after 48 hours incubation. RT‐qPCR or western blot was used to determine the knockdown efficiency after siRNA transfecting.

### 2.4 RNA extraction and quantitative reverse transcription poly‐merase chain reaction (RT‐qPCR)

Total RNA of cells and cryogenically ground tissue was extracted by RNAiso Plus (Takara Bio, Inc.). RNA reverse transcription was carried out under a conventional reaction condition (37°C for 15 min and 85°C for 5 sec) with a PrimeScriptTM RT Reagent Kit (cat. no. RR037A; Takara Bio, Inc.). Real‐time PCR was conducted with SYBR Premix Ex TaqTM II (cat. no. RR820A; Takara Bio, Inc.). The PCR program was as follow: Initial denaturation was carried out at 95°C for 30 s followed by 40 cycles of amplification at 95°C for 5 s and 60°C for 30 s, and melt curve analysis at 95°C for 15 s, 60°C for 30 s and 95°C for 15 s. Conventional $2^{-∆∆C_{q}}$ method was utilized to analyse the relative expression of RNAs.^20^ The sequences of primers can be found in Table S1.

### 2.5 Establishment of stable cell lines

The lentiviral vector pHBLV‐U6‐ZsGreen‐Puro containing the NONHSAT13151 short hairpin RNA (shNONHSAT136151) and shRNA scramble (shNC) was provided by Shanghai Hanbio Biotechnology Co., Ltd. The shNONHSAT136151 sequence was 5′‐UAGGCAUGGUUAGCGUGGUCGGAAU‐3′, and the shNC sequence was 5′‐TTCTTACACAATAGCCAGG‐3′. SW480 were treated with lentiviral particles at 20 MOI for 48 h at 37°C. Subsequently, puromycin (10 μg/mL; Gibco, Inc.) was utilized to select stably transfected cells for 4 weeks. NONHSAT136151 expression in SW480 cells was detected by RT‐qPCR.

### 2.6 Wound healing assay

Treated HCT 116 and SW480 were inoculated into 6‐well plates and cultured to 90% confluence. Then, a wound was scratched across well bottom with a 10 μL pipette tip. Cells were subsequently incubated in medium without FBS for 48 h. The scratches were photographed to measure the wound healing area at 0 and 48 h (Leica DMil LED, Leica Biosystems Co., Ltd.), and wound closure percentage was calculated.

### 2.7 Colony formation assay

CRC cells were re‐plated into 12‐well plates (1000 cells per well) and further cultured for 7 days. Then, the cells were fixed with 4% paraformaldehyde for 30 min and stained with Giemsa for 15 min. Finally, photographs and counts were taken of colonies containing at least 50 cells.

### 2.8 Transwell invasion assays

Transwell assays were used to test invasion capacity of cells with BD BioCoat Matrigel Invasion Chamber (BD Biosciences, Inc.; pore size, 8 μm). Cells (5 × 10^4^) were seeded in the upper chamber and incubated in medium without FBS. Medium with FBS was added into the lower chamber. After 24 h, cells that had passed through Matrigel were treated for 1 h using 4% paraformaldehyde in the bottom of chamber, whereas cells retained in the upper chamber were eliminated. After washed with PBS, fixed cells were stained using 1% crystal violet for 10 min. Cells were counted and photographed through a microscope (Leica DMil LED, Leica Biosystems Co., Ltd.).

### 2.9 RNA fluorescent in situ hybridization (FISH)

Briefly, SW480 and HCT 116 cells were fixed using 4% paraformaldehyde for 20 min at 4°C. Subsequently, the cells were cultured in hybridization buffer containing FITC‐labelled NONHSAT136151 probes (Wuhan Servicebio Technology Co., Ltd.) overnight. Next, DAPI (RiboBio, Inc.) staining of the cells was performed in dark for 10 min. FISH signals were analysed with a fluorescence microscope (Nikon E800, Nikon Corporation).

### 2.10 Subcellular fractionation analysis

According to the manufacturer's instructions, cytoplasmic RNA was isolated from nuclear RNA using a Cytoplasmic & Nuclear RNA Purification Kit (Norgen, Norgen Biotek Corp.). SW480 and HCT 116 cells were lysed with the lysis buffer J, followed by centrifugation. Subsequently, cytoplasmic RNA was isolated from the supernatant, while the precipitate was collected to extract the nuclear RNA. RNAs isolated from cytoplasm and nuclear were examined by RT‐qPCR. A cytoplasmic control was GAPDH, while a nuclear control was NEAT1.

### 2.11 Tumorigenicity assay in vivo

Tumorigenicity assay was performed on 5–6–week‐old male BALB/c mice (*n* = 14) provided by Hua Fukang Biological Technology Co., Ltd. 2 × 10^6^ SW480 cells stably transfected with shNONHSAT136151 or shNC were inoculated subcutaneously into the right flank of mice in two groups (7 mice each), respectively. The length and width of tumour were measured on alternate days and the formula (length × width^2^)/2 was used to calculate tumour volume. After 30 days, mice euthanasia was performed using 1% pentobarbital sodium injected intraperitoneally and cervical dislocation. Subsequently, tumours were completely excised and then stored in −80°C. The humane endpoints in our animal experiment included: (a) Tumour burden multiplied by 10% of body weight; (b) starting body weight lost more than 20%; (c) tumour became ulcerated or appeared to be an infection; (d) complete loss of appetite >24 h or food intake less than 50% of normal >72 h; (e) weakness (inability to eat or drink). Neither mice died nor did animals reach the humane endpoints in this experiment.

### 2.12 RNA pull‐down assay

NONHSAT136151 and its antisense transcripts were provided commercially (GENEWIZ Biotechnology Co., Ltd.) and labelled with biotin using Pierce RNA 3′ End Desthiobiotinylation Kit (cat. no. 20163; Thermo Fisher Scientific, Inc.). lncRNA pull‐down assays were carried out with Pierce Magnetic RNA‐Protein Pull‐Down Kit (cat. no. 20164; Thermo Fisher Scientific, Inc.). Labelled RNA that was captured by Streptavidin Magnetic Beads (cat. no. 88816; Thermo Fisher Scientific, Inc.) were incubated in cell lysates at 4 °C for 1 h with rotation. After RNA‐protein complexes were washed and eluted, separating co‐precipitated proteins by SDS‐PAGE was performed and visualized with Fast Silver Stain Kit (cat. no. P0017S; Beyotime Biotechnology, Co., Ltd.). Finally, the protein samples were examined by western blot or mass spectrometry.

### 2.13 Western blot analysis

Whole cell lysates were generated conventionally using RIPA lysis buffer (cat. no. P0013B, Beyotime Biotechnology, Co., Ltd.). Next, 40 μg protein samples were separated by 12.5% SDS‐PAGE gels and blotted to polyvinylidene difluoride membranes (PVDF; Millipore; Merck KGaA). After blocked with skim milk (5%), PVDF membranes were incubated with primary antibodies at 4°C overnight and with secondary antibodies at room temperature for 1 h. Protein bands were visualized with Super ECL Plus (Applygen Technologies, Inc.) and scanned with a camera (Leica ICC50W, Leica Biosystems Co., Ltd.). Finally, the Image J software (version 1.51j8; National Institutes of Health) was utilized to conduct the densitometric analysis. The antibodies used in this study are listed in Table S3.

### 2.14 Protein immunofluorescence‐RNA FISH double labeling (IF/FISH)

FISH assay was performed on fixed CRC cells as aforementioned. Subsequently, the slides were incubated with a primary antibody for QKI (1:1000; cat. no. HPA019123; Sigma‐Aldrich) overnight at 4°C. The next day, cells were washed with PBS three times and then incubated with a goat anti‐rabbit IgG H&L secondary antibody (Alexa Fluor® 594) (1:200; cat. no. ab150080; Abcam) for 1 h. Subsequently, slides were washed three times with PBS and then counterstained with DAPI (RiboBio, Inc.) for nuclei staining. Finally, anti‐fluorescence quencher was used to seal the sections. Fluorescent images were acquired using a microscope (Leica DMil LED, Leica Biosystems Co., Ltd.) equipped with a digital colour camera (Leica DFC450C, Leica Biosystems Co., Ltd.).

### 2.15 RNA immunoprecipitation (RIP) assay

RIP assay was conducted using the Imprint RNA Immunoprecipitation Kit (Sigma‐Aldrich Co., Ltd.). Briefly, SW480 cells treated with siRNA were lysed with RIP lysis buffer. Anti‐QKI antibody (cat. no. HPA019123; Sigma‐Aldrich Co., Ltd.) or IgG from rabbit serum were pre‐bound to Protein A Magnetic Beads and then incubated with cell lysate at 4°C overnight with rotation. The magnetic bead‐antibody QKI complex was washed and resuspended with RIP wash buffer. RNA was recovered using TRI Reagent (cat. no. T9424; Sigma‐Aldrich Co., Ltd.) and dissolved in RNAse‐free water. Subsequently, PrimeViewTM Human Gene Expression Array (Affymetrix Inc.) was utilised to analyse the RNA samples. Gene chip assay and data analysis were commissioned to Beijing Cnkingbio Company.

### 2.16 Bioinformatic databases

Coding potential score of NONHSAT136151 was analysed using the Coding Potential Calculator 2 (CPC2) (http://cpc2.cbi.pku.edu.cn.) and Coding Potential Assessment Tool (CPAT) (http://lilab.research.bcm.edu/). Gene differential expression analysis was carried out with GO enrichment (http://www.geneontology.org/) and KEGG enrichment (http://www.genome.jp/kegg/). The putative transcription factors were predicted and filtered using the following online tools: PROMO (http://alggen.lsi.upc.es/cgi‐bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3), JASPAR (https://jaspar.genereg.net/) and Gene Expression Profiling Interactive Analysis (GEPIA) (http://gepia.cancer‐pku.cn/).

### 2.17 Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation was performed using a Pierce Magnetic ChIP kit (Thermo Fisher Scientific, Inc.). In brief, paraformaldehyde‐fixed cells were lysed, and then the chromatin was sonicated to fragments with the length of 200–700 bases. The chromatin samples were immunoprecipitated with anti‐FOXP3 antibody (cat. no. 22228‐1‐AP; Proteintech) or equal normal IgG at 4°C with rotation overnight. Subsequently, ChIP‐Grade Protein A/G Magnetic Beads were incubated with protein/chromatin complexes at 4°C for 2 h. After elution and purification, the DNA fragments were examined by qPCR. Primers used to amplify NONHSAT136151 promoter‐specific fragments are listed in Table S2.

### 2.18 Statistical analysis

Data in this study are presented as mean ± standard deviation (SD). GraphPad Prism 6.0 (GraphPad Software, Inc.) or SPSS 19.0 (SPSS, Inc.) were utilized for statistical analysis. NONHSAT136151 differential expression in CRC tissue and ANT was analysed using Wilcoxon matched pairs signed rank test. Other differential analysis between two groups were carried out by the Student's *t*‐test or Mann–Whitney *U* test. The association between NONHSAT136151 expression and clinicopathological features was analysed by Chi‐square or Fisher's exact test. The correlation between expression of NONHSAT136151 and QKI in CRC tissues was analysed by Spearman's rank correlation test. A *p*‐value < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Identification of lncRNAs with differential expression between CRC tissue and ANT

Firstly, we examined the lncRNA profiles differentially expressed in paired CRC tumour and paracancer tissues (*n* = 3) using gene microarray. Based on fold change >2.0 and *p* < 0.05, 537 lncRNAs were identified as differentially expressed genes in CRC (246 with high expression and 291 with low expression) (Figure 1A). The origins of these lncRNAs were widely distributed in all human chromosomes (Figure 1B). The top 50 upregulated genes are presented in Figure 1C. The top 3 upregulated lncRNAs (DUXAP8, NONHSAT136151 and RP13‐157F18.2) had fold changes greater than 6.0. RT‐qPCR analysis of the three pairs of samples indicates CRC tissue expresses the three lncRNAs at higher levels than ANT (Figure 1D). One of the most upregulated lncRNA, NONHSAT136151, currently has no detailed functional annotation. According to the NONCODE and LNCipedia databases, NONHSAT136151 is an intergenic lncRNA located on chromosome X that is 210 nucleotides in length. Coding potential analysis showed that both CPC 2.0 and CPAT had a lower coding probability than XIST, a well‐known lncRNA (Figure 1E). Therefore, NONHSAT136151 can be potentially regarded as a CRC‐related lncRNA.

**FIGURE 1:**
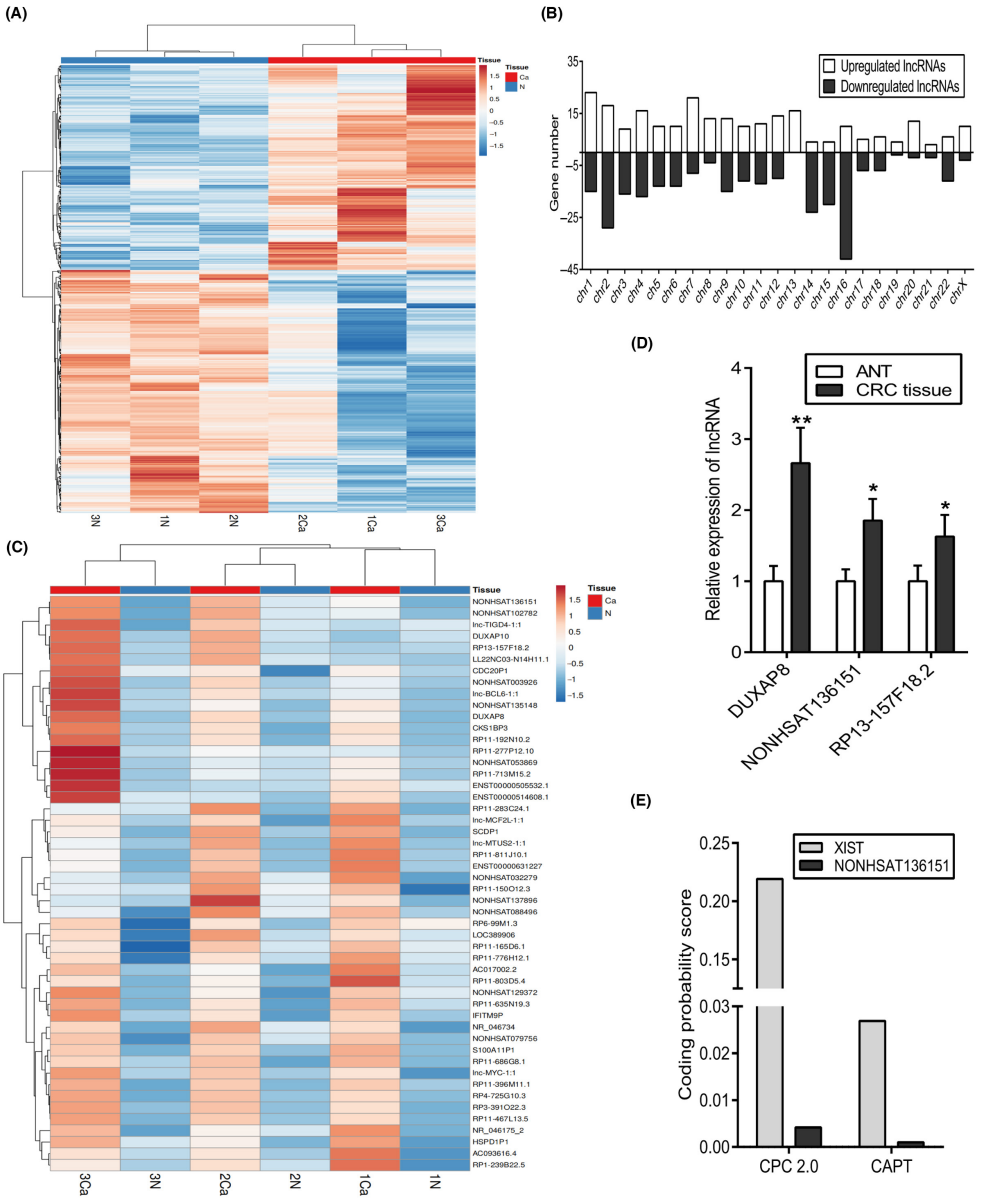
Identification of CRC‐related lncRNAs. (A) Heatmap represented the differential expression of lncRNAs in three CRC samples compared to corresponding ANTs (fold change >2; p value < 0.05). (B) Distribution of differentially expressed lncRNAs on human chromosomes. (C) Top 50 upregulated lncRNAs according to the data of gene chip. (D) Relative expression of DUXAP8, NONHSAT136151 and RP13‐157F18.2 was detected in the three paired samples by RT‐qPCR (n = 3). (E) CPC 2.0 and CAPT were used to compare the coding potential of NONHSAT136151 and control lncRNA XIST. Results were shown as the mean ± standard deviation based on 3 independent experiments, *p < 0.05, **p < 0.01 vs. the ANT group. ANT, adjacent noncancerous tissue; CAPT, Coding Potential Assessment Tool; CPC, Coding Potential Calculator; CRC, colorectal cancer; XIST, X‐inactive specific transcript.

### 3.2 NONHSAT136151 was significantly highly expressed in CRC tissue and clinically associated with CRC progression

To investigate NONHSAT136151 expression in CRC and the association between the two, we collected another 58 pairs of CRC and ANT specimens together with the corresponding clinicopathological data of the patients. Like microarray data, RT‐qPCR data also showed that NONHSAT136151 was significantly over‐expressed in tumours compared to ANTs (Figure 2A,B). Subsequently, the clinicopathological features of the 58 patients including gender, age, preoperative CEA, tumour size, differentiation degree, infiltration, lymph node metastasis (LNM), TNM staging and distant metastasis were analysed after being grouped by NONHST136151 expression levels. Those with a relative expression value higher than or equal to the median (*n* = 29) were classified as high expression; those expressing lower levels than median (*n* = 29) were considered as low expression. Analysis of statistical data demonstrated a significant association of upregulated NONHSAT136151 expression with LNM, tumour infiltration and TNM staging rather than other clinicopathological characteristics (Table 1). As expected, NONHSAT136151 was expressed significantly higher in cases with deeply infiltrated tumours (T3 and T4) compared to that with superficially infiltrated tumours (T1 and T2) (Figure 2C); higher expression of NONHSAT136151 was detected in CRC samples with LNM than in those without LNM (Figure 2D). Analogously, CRC cases in stages III and IV expressed higher levels of NONHSAT136151 than stage I and II cases (Figure 2E). In conclusion, the aforementioned findings demonstrate that NONHSAT136151 exhibits elevated expression levels in CRC tissue in comparison to ANT, and this heightened expression is significantly associated with the advancement of CRC.

**FIGURE 2:**
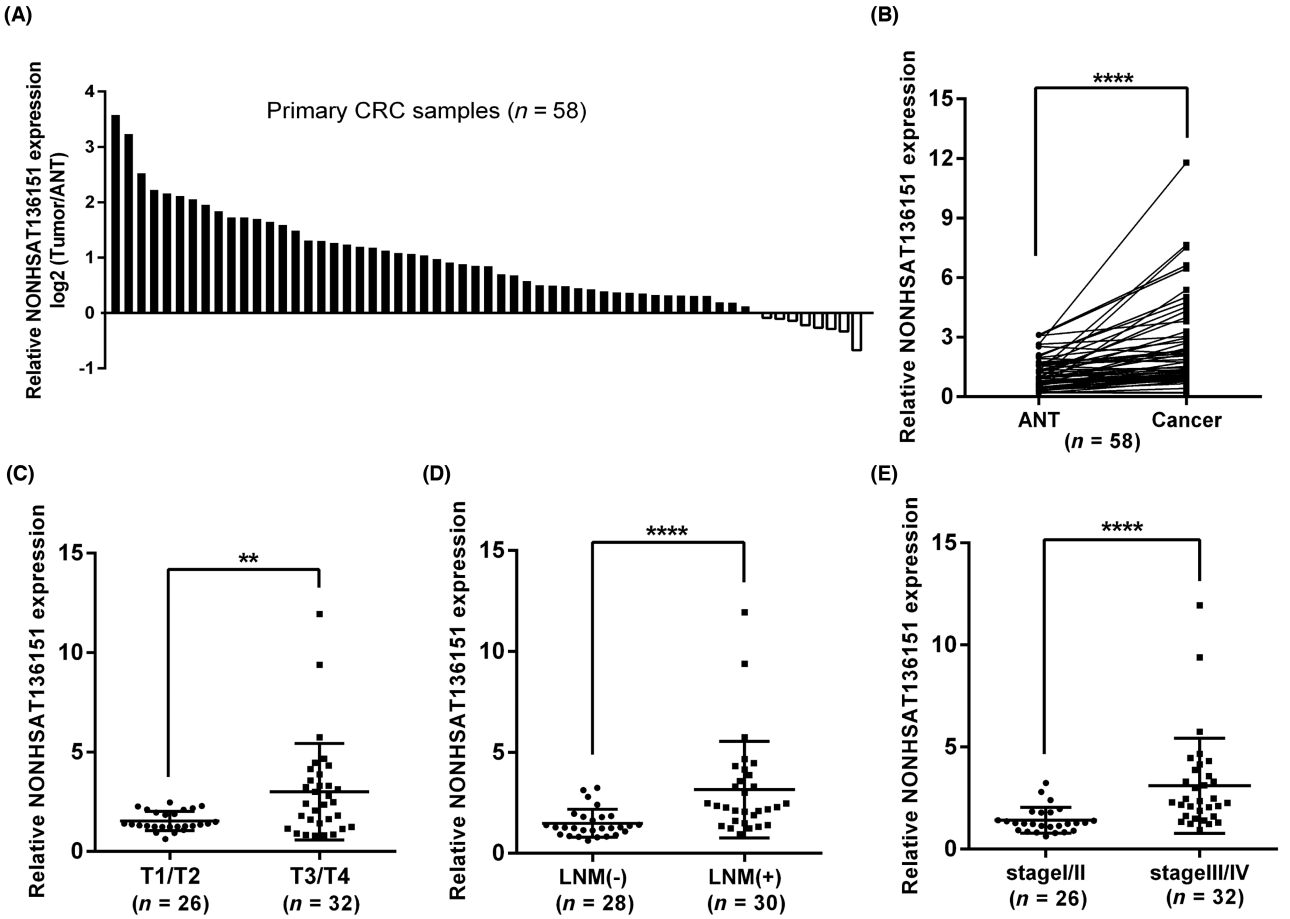
The expression of NONHSAT136151 in CRC tissues and the association between NONHSAT136151 expression and CRC progression. (A) and (B) RT‐qPCR was used to analyse the expression of NONHSAT136151 in CRC tissues and corresponding ANTs (*n* = 58). ****p < 0.0001 vs. the ANT group. (C), (D) and (E) Relative NONHSAT136151 expression was measured by RT‐qPCR in CRC tissues from patients of different tumour infiltration, lymph node metastasis (LNM) and TNM stages (*n* = 58). **p < 0.01, ****p < 0.0001. ANT, adjacent noncancerous tissue; CRC, colorectal cancer; LNM, lymph node metastasis.

**TABLE 1:** Correlation between NONHSAT136151 expression and clinicopathologic features (*n* = 58).

Clinicopathologic features	All patients	Expression of NONHSAT136151		*p*‐Value
		Low (*n* = 29)	High (*n* = 29)	
Gender				NS
Male	32(55.2%)	15	17	
Female	26(44.8%)	14	12	
Age, years				NS
<60	30(51.7%)	14	16	
≥60	28(48.3%)	15	13	
Preoperative CEA, μg/L				NS
<5	30(51.7%)	15	15	
≥5	28(48.3%)	14	14	
Tumour size, cm				NS
<5	32(55.2%)	17	15	
≥5	26(44.8%)	12	14	
Histological differentiation				NS
Well	9(15.5%)	5	4	
Moderate	41(70.7%)	19	22	
Poor	8(13.8%)	5	3	
Tumour infiltration				0.035
T1 + T2	25(43.1%)	17	9	
T3 + T4	33(56.9%)	12	20	
Lymph node metastasis				<0.001
Yes	30(51.7%)	8	22	
No	28(48.3%)	21	7	
Distant metastasis				NS
Yes	4(6.9%)	1	3	
No	54(93.1%)	28	26	
TNM stage				<0.001
I + II	26(44.8%)	20	6	
III + IV	32(55.2%)	9	23	

*Note*: Metastatic statuses of 4 patients at stage IV: distant metastasis (4 with liver metastasis at M1a stage), lymph node metastasis (2 with N0, 1 with N1c and 1 with N2b). CRC patients were divided into low and high group according to median expression of NONHSAT136151. Chi‐square or Fisher's Exact test was used to evaluate the differences among variables.

Abbreviations: NS, not significant between different groups; TNM stage, tumour‐node‐metastasis stage.

### 3.3 Highly expressed NONHSAT136151 was associated with CRC cell proliferation, migration and invasion

Subsequently, we investigated NONHSAT136151 expression level in several human CRC cells (HCT 116, SW480, Caco‐2, HT‐29 and SW620) and one human colon epithelial cell (FHC) using RT‐qPCR. Compared to FHC, all five cell lines of CRC expressed higher levels of NONHSAT136151 (Figure 3A). Furthermore, we performed RNA fluorescent in situ hybridization in HCT 116 as well as SW480. According to the results, the main distribution of NONHSAT136151 was in the cytoplasm (Figure 3B). Additionally, subcellular fractionation analysis showed a similar result that a high percentage of NONHSAT136151 was found within the cytoplasm (Figure 3C). Therefore, NONHSAT136151 is a lncRNA mainly distributed in the cytoplasm.

**FIGURE 3:**
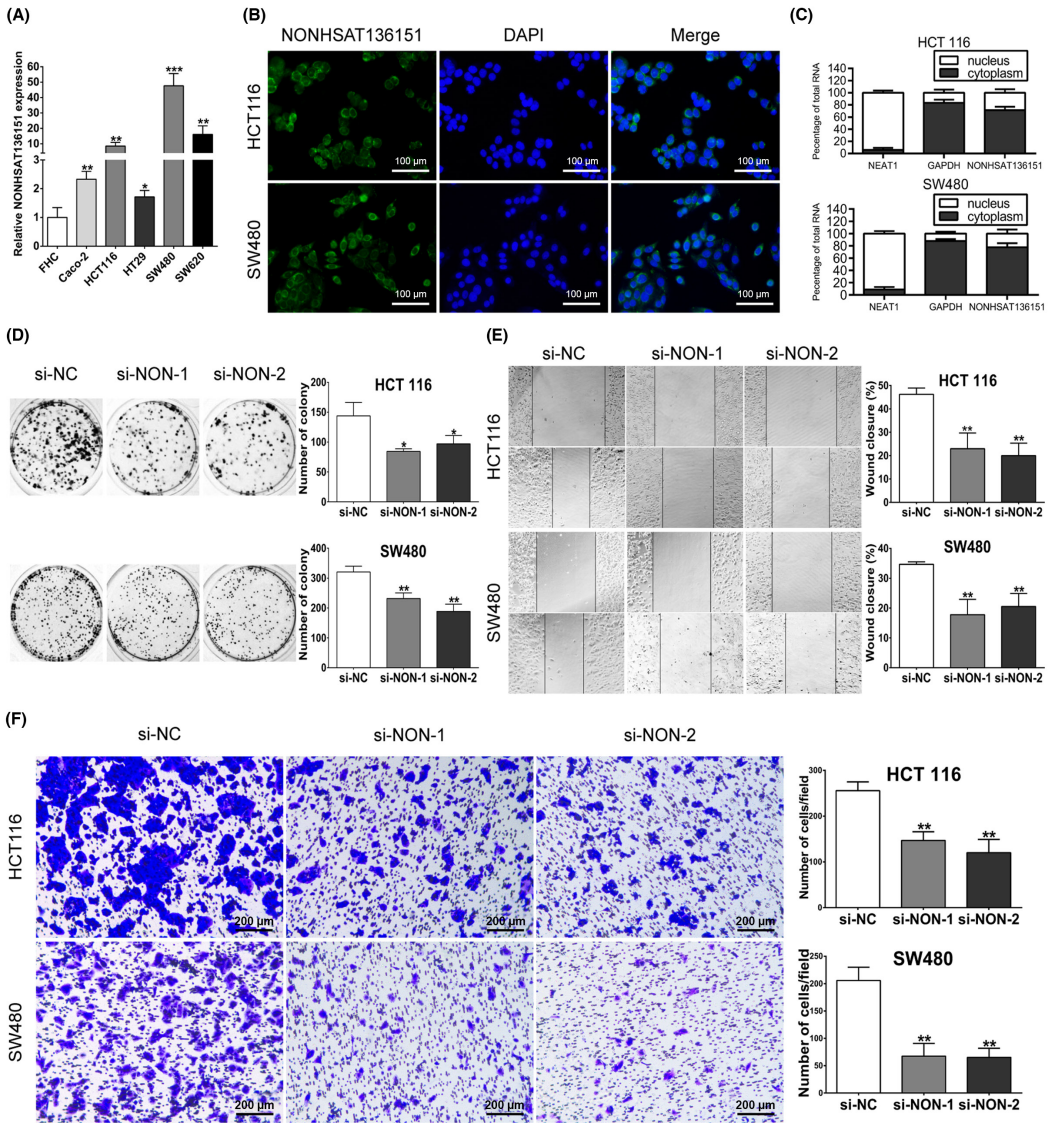
Expression characteristics and regulatory function of NONHSAT136151 in CRC cells. (A) The NONHSAT136151 expression in Caco‐2, HCT 116, HT 29, SW480 and SW620 cells normalized to the expression in FHC cells. *p < 0.05, **p < 0.01 and ***p < 0.001 vs. the FHC group. (B) The subcellular location of NONHSAT136151 in HCT 116 and SW480 cells presented by fluorescent in situ hybridization. (C) Subcellular fractionation analysis of NONHSAT136151 in HCT 116 and SW480 cells. (D) Colony formation assays were preformed to examine the effect of NONHSAT136151 silencing on proliferation of CRC cells. Magnification, ×200. (E) The migration of HCT 116 and SW480 cells after NONHSAT136151 silencing was examined by scratch wound healing assays. Magnification, ×100. (F) Transwell invasion assays were used to test the invasion suppression of CRC cells after NONHSAT136151 silencing. Results were exhibited as the mean ± standard deviation on the basis of 3 independent experiments, *p < 0.05, **p < 0.01 vs. the si‐NC group. CRC, colorectal cancer; DAPI, 4′,6‐diamidino‐2‐phenylindole; FHC, Fetal Human Colon cell, a normal human colon cell line; NC, negative control.

As NONHSAT136151 was highly expressed in CRC, we hypothesized it might be associated with colorectal carcinogenesis. Therefore, we silenced NONHSAT136151 expression of CRC cell lines and carried out colony formation assays. The results showed a significantly reduced colony numbers in NONHSAT136151‐silenced group, which indicated that NONHSAT136151 facilitated the cell proliferation of CRC (Figure 3D). Subsequently, scratch wound healing assays showed that knockdown of NONHSAT136151 shortened the migration distance of tumour cells in serum‐free medium (Figure 3E). Similarly, we found that knockdown of NONHSAT136151 impaired the invasion of CRC cells in transwell invasion assays (Figure 3F). Generally, these experiments revealed that lowering NONHSAT136151 expression in CRC cells was sufficient to suppress the malignant phenotype by decreasing proliferation, invasion and migration, which potentially indicates the promotive effect of NONHSAT136151 on CRC progression.

### 3.4 Knockdown of NONHSAT136151 impaired CRC tumorigenic capacity in vivo

To determine whether NONHSAT136151 function is responsible for CRC growth, we injected SW480 cells treated by shNONHSAT136151 and shNC into BALB/c mice subcutaneously. A growth curve was plotted based on subcutaneous tumour size and mouse weight measurements over time. The results indicated that NONHSAT136151 knockdown resulted in significant growth inhibition of xenograft tumours without affecting mice's weight gain (Figure 4A). Excised subcutaneous tumours were measured for size and weight, and the data showed that SW480/shNONHSAT136151‐xenograft tumours were smaller than SW480/shNC‐xenograft tumours (Figure 4B,C). As expected, SW480/shNONHSAT136151‐xenograft tumours had lower expression of NONHSAT136151 than SW480/shNC‐xenograft tumours (Figure 4D). Therefore, stable downregulation of NONHSAT136151 was sufficient to continuously suppress the tumorigenicity of CRC cells.

**FIGURE 4:**
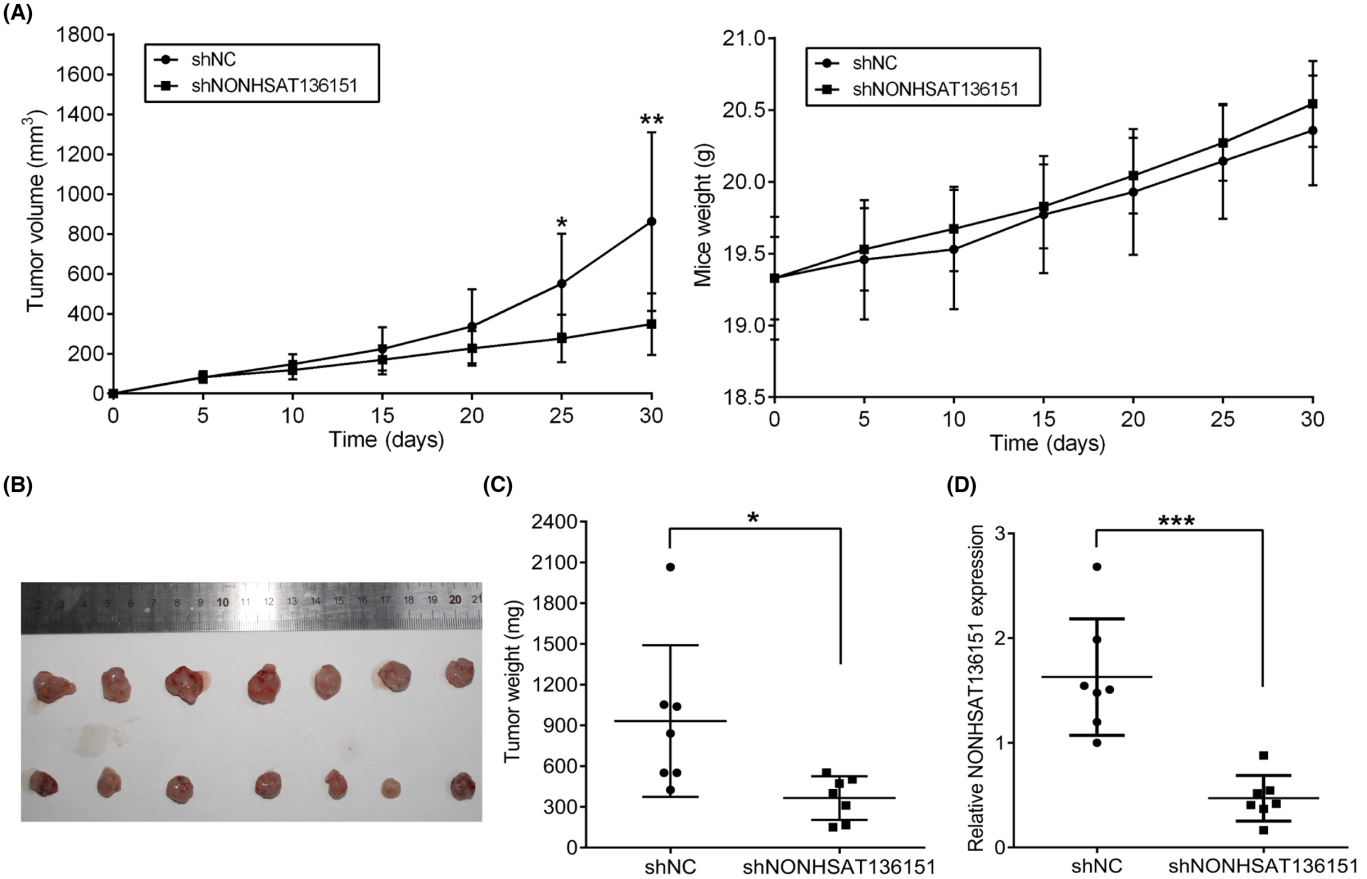
NONHSAT136151 silencing impaired the growth of CRC in vivo. (A) Tumorigenicity assays were performed in nude mice. Mean tumour volumes and mice weights of each group xenografts (NONHSAT136151 silencing group and shNC group) were measured every 5 days after SW480 cells injection (*n* = 7). (B, C) Tumour weights and volumes of xenografts were decreased after NONHSAT136151 knockdown (*n* = 7). (D) RT‐qPCR was used to detect the expression of NONHSAT136151 in SW480/shNONHSAT136151‐xenografted tumours and the control ones (*n* = 7). The measurement data are expressed as mean ± standard deviation. *p < 0.05, **p < 0.01 and ***p < 0.001 vs. the shNC group. CRC, colorectal cancer; NC, negative control.

### 3.5 NONHSAT136151 bound to the RBP QKI in CRC cells

Previous evidence revealed that lncRNAs with cytoplasmic distribution can bind to RBPs to form lncRNA‐RBP complexes, which can regulate cytoplasmic events crucial for maintaining structure and function of cell.^21^, ^22^ Due to its cytoplasmic localization, we hypothesized that NONHSAT136151 may function through such a mechanism (lncRNA‐RBP interaction). Hence, we performed RNA pull‐down assays using biotinylated NONHSAT136151 or a negative control transcript (Figure 5A). The enriched products from SW480 cells were resolved by SDS‐PAGE and stained with silver (Figure 5B). Subsequently, mass spectrometry was performed, and 436 proteins were detected as potential interactive RBPs of NONHSAT136151. In parallel, we performed proteome microarray analysis to screen for NONHSAT136151‐binding proteins (Figure 5C), and eight proteins were identified as candidates. Using overlap analysis of the RNA pull‐down and proteome microarray assays, we identified three putative proteins, QKI, KCNAB1 and HIST1H1B (Figure 5D, Table S4). QKI has been shown to be an RBP with tumour‐suppressant effects in multiple cancers,^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^ including colon cancer,^33^ whereas little literature linked KCNAB1 or HIST1H1B with cancer. Therefore, we focused on QKI in the subsequent study and performed western blotting to analyse protein samples from the RNA pull‐down. Results confirmed that QKI was specifically pulled down by NONHSAT136151 but not the antisense RNA (Figure 5E). Additionally, we performed RNA FISH and immunofluorescence (IF) experiments in CRC cells and confirmed that NONHSAT136151 and QKI are partially colocalized in the cytoplasm, indicating that NONHSAT136151 is totally feasible to interact with QKI (Figure 5F). Taken together, these data verified that NONHSAT136151 interacts with QKI in CRC cells.

**FIGURE 5:**
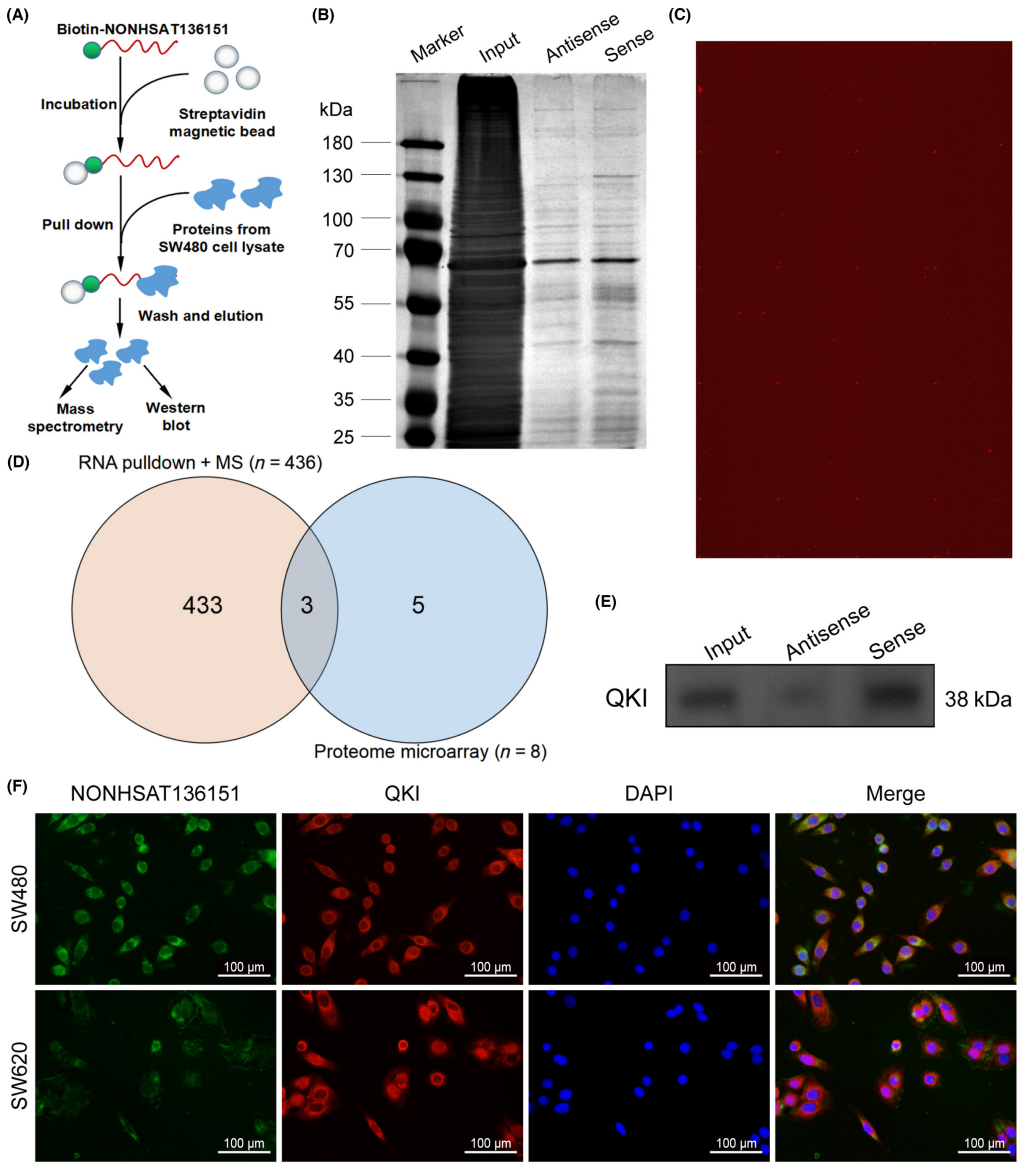
NONHSAT136151 interacted with RBP QKI. (A) Schematic diagram of RNA pull‐down assay for the identification of NONHSAT136151‐associated proteins. (B) Image of sliver staining gel presenting the proteins interacted with NONHSAT136151. (C) Image of proteome microarray displaying NONHSAT136151‐associated proteins. (D) Venn diagram indicated the overlap of NONHSAT136151‐associated proteins detected by RNA pull‐down and proteome microarray. (E) Western blotting was used to confirm the interaction between NONHSAT136151 and QKI after RNA pull‐down assays. (F) IF/FISH assays were performed to indicate the partial cytoplasmic co‐localization of NONHSAT136151 and QKI in SW480 and SW620 cells. DAPI, 4′,6‐diamidino‐2‐phenylindole; FISH, fluorescence in situ hybridization; IF, immunofluorescence; MS, mass spectrometry; RBP, RNA binding protein.

### 3.6 NONHSAT136151 affected the interaction of QKI with target mRNAs without altering the expression level of QKI

According to the results above, we surmised that NONHSAT136151 may contribute CRC progression through directly interacting with QKI. First, we hypothesised that NONHSAT136151 regulated expression of the QKI protein in CRC cells. However, expression of QKI by western blotting showed QKI level was not significantly altered after NONHSAT136151 knockdown in SW480 and HCT 116 cells (Figure 6A). Furthermore, QKI expression of 58 CRC samples was examined using western blotting. Consistent with the results of previous studies,^34^, ^35^ a lower level of QKI protein was detected in CRC tissues compared to ANTs (Figure 6B). However, the correlation analysis conducted between NONHSAT136151 and QKI expression did not yield statistically significant results (Figure 6C). These findings indicate that NONHSAT136151 may potentially interact with QKI in a manner that does not exert an influence on its protein expression.

**FIGURE 6:**
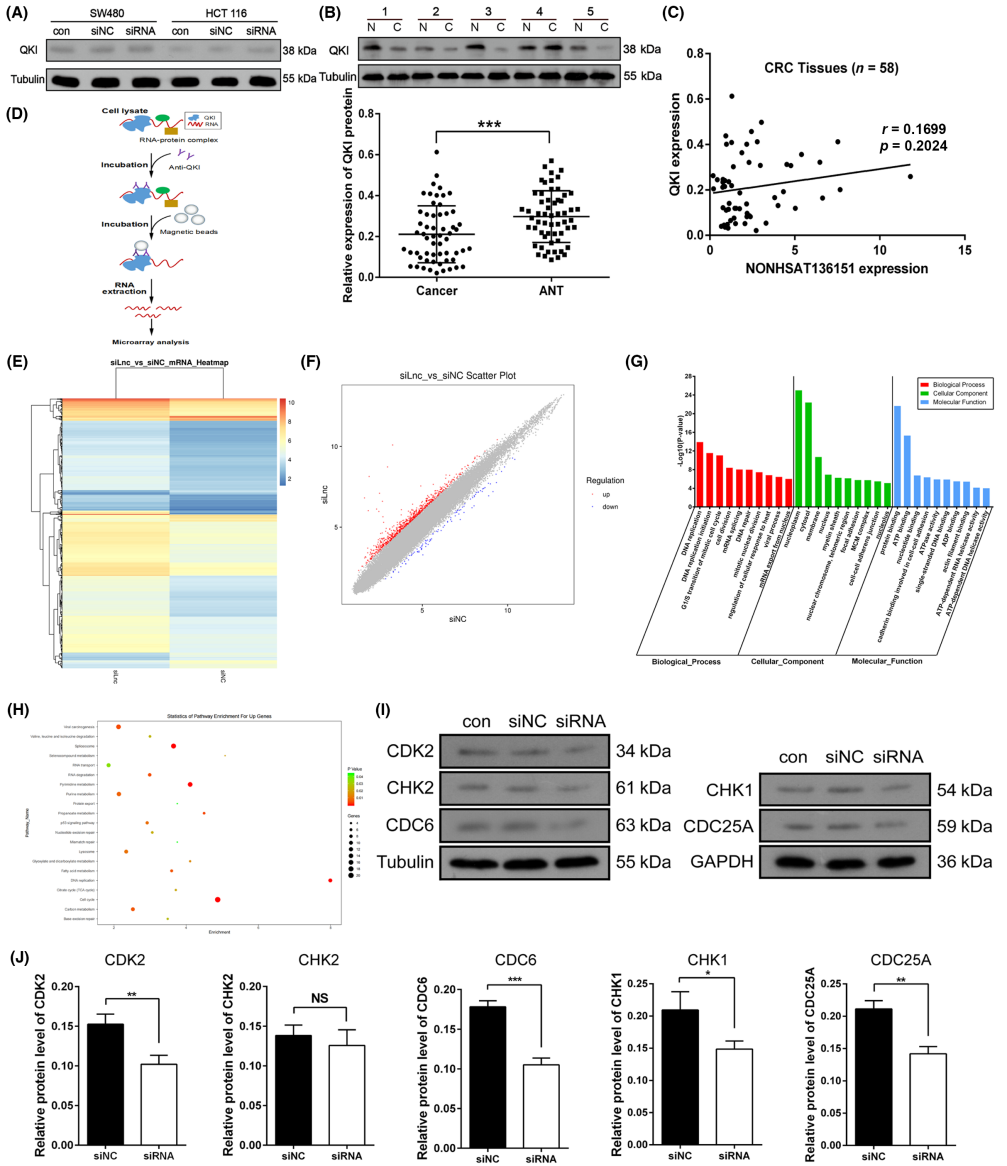
NONHSAT136151 interfered with QKI binding to its target mRNAs without altering QKI expression. (A) Western blotting showed that silencing NONHSAT136151 failed to change the expression of QKI in SW480 and HCT116 cells. (B) QKI expression analysis in CRC tissues and corresponding ANTs using western blot. Upper panel: Representative blots of QKI expression in tissue samples; Lower panel: Differential expression analysis of QKI in paired CRC and ANTs samples (*n* = 58). (C) The correlation analysis showed no significant association between the expression of NONHSAT136151 and QKI protein in CRC tissues (*n* = 58). (D) Schematic diagram of the RIP assays examining the binding of QKI to its target mRNAs in SW480 cells. (E, F) Heatmap and scatter plot represented the differential genes that QKI binding before and after NONHSAT136151 knockdown based on the data of RIP assays. (G) GO function enrichment analysis of DEGs was performed. Top 10 upregulated GO terms of three categories (Biological process, Cellular component and Molecular function) were shown. (H) Bubble diagram of pathways associated with upregulated genes was constructed based on KEGG enrichment analysis. (I, J) Western blot showed the expression changes of 5 key target genes of QKI following NONHSAT136151 knockdown in SW480. *p < 0.05, **p < 0.01, ***p < 0.001. ANT, adjacent noncancerous tissue; CRC, colorectal cancer; DEGs, Differential expressed genes; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; NC, negative control; NS, no significant; RIP, RNA immunoprecipitation.

Recent evidence showed that QKI suppressed cancer progresses through interacting with cytoplasmic target mRNAs.^27^, ^31^ Thus, we examined NONHSAT136151's impact on QKI's interaction with mRNA in SW480 cells. NONHSAT136151 knockdown cells were lysed for RNA immunoprecipitation. QKI‐RNA complexes were enriched using QKI IP‐antibodies attached to magnetic beads, and QKI‐binding RNAs were collected after purification (Figure 6D). 

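RNA recovered with QKI from SW480, a human colorectal cancer cell line, was measured on PrimeView arrays, on which each mRNA is read by 1 or more probe sets. There was 1 array of cells transfected with control siRNA (siNC) and 1 array of cells transfected with siRNA against NONHSAT136151 (siLnc). Both used the anti-QKI antibody, and the sample labels give 100 pmol of siRNA and collection at 48 h for both. With 1 array per condition, no difference has a replicate check, and the number of arrays limits the precision of every value. The authors deposited 1 log2 signal per probe set and array. How they corrected background, summarised probes and normalized the arrays is not given in the sources used here. The median log2 signal was 3.32 in siNC and 3.29 in siLnc, and the sorted values of the 2 arrays differed by at most 0.19. Of 49371 probe sets, 79 control probe sets were left out. Of the other 49292, 44988 carried 1 gene symbol and covered 18132 genes, 1832 carried several symbols, and 2472 were unnamed here. The log2 signal of siNC was subtracted from that of siLnc, and the value of a gene was the mean over its probe sets. QKI mRNA itself had a mean log2 difference of -0.56 over 6 probe sets, which ranged from -1.26 to 0.00. No probe set was named for NONHSAT136151, so the knockdown could not be checked on these arrays. IgG precipitates and the input RNA of the cells were not analysed here, so a change in the amount recovered with QKI is not separated from a change in the total amount of an mRNA. The bacterial controls added at hybridization were lower in siLnc in all 18 probe sets, with log2 differences from -1.30 to -0.20. The log2 difference of GAPDH was 0.47 in its 5' and 0.19 in its 3' control probe set, and that of ACTB 0.34 and 0.05.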

Subsequently, we analysed the RNA samples via mRNA microarray. The results demonstrated that hundreds of mRNAs co‐precipitated with QKI were altered in RNA abundance after downregulation of NONHSAT136151 in SW480 cells, including 532 upregulated and 72 downregulated mRNAs (Figure 6E,F). 

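In the precipitate of siLnc cells, 744 of 49292 probe sets were at least 2-fold higher and 91 were at least 2-fold lower than in that of siNC cells. The 12 genes with the largest increases all encode secreted, secretory epithelial or blood proteins. BPIFA1, a secreted protein of the airway lining, had a log2 signal of 3.26 in siNC and 10.09 in siLnc. STATH, the salivary protein statherin, had 1.88 and 8.14. LYZ (lysozyme) was higher by 4.98 on the log2 scale, BPIFB1 by 4.61, PIP (prolactin-induced protein) by 3.94 and ZG16B by 2.95. HBB, the beta chain of haemoglobin, was higher by 2.69 as the mean of 3 probe sets that ranged from 1.32 to 5.20, with 1.54 in the brightest. SLPI, a secreted protease inhibitor, was higher by 2.64, PRB3, a salivary proline-rich protein, by 2.01, TCN1, a vitamin B12 carrier, by 1.77, and PIGR and LTF (lactoferrin) by 2.00 each. The 4 probe sets of PIGR ranged from 0.22 to 3.80 and the 2 of LTF were 0.48 and 3.52, with the largest difference in the brightest probe set of each. In siNC, 83 probe sets of genes of cell types absent from the culture (without LYZ and HBB, left out after their values were seen) had a median log2 signal of 1.99, and 95% of them lay below 4.72. All of these 12 genes except SLPI and PRB3 lay below that signal in siNC, so their differences are measured against background and their size and order are not exact. The largest decreases were in SLCO4A1-AS1, a long noncoding RNA (-1.75), SARNP, an RNA-binding protein of mRNA export (-1.56), LEMD1 (-1.41), IGFL1 (-1.40), RAB26 (-1.35), PTGDS (-1.33) and the mitochondrial enzyme HSD17B10 (-1.31). CXCL3, a chemokine, had -1.30, SPAG4 -1.27, TMEM47 and SPRR2F -1.26 each, and PRSS33 -1.22. Apart from SARNP, HSD17B10 and TMEM47, the means of these decreased genes lay below 4.72 in siLnc, and that of IGFL1 on both arrays, so the same limit holds for these means. The brightest probe sets of CXCL3 (6.10 in siNC and 4.79 in siLnc) and SPRR2F (7.22 and 5.47) lay above 4.72 on both arrays. They differed by -1.31 and -1.75. Counted by gene, with the mean over probe sets, 118 genes were at least 2-fold higher and 22 at least 2-fold lower. The paper states no threshold for this array.

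**Figure D1:**
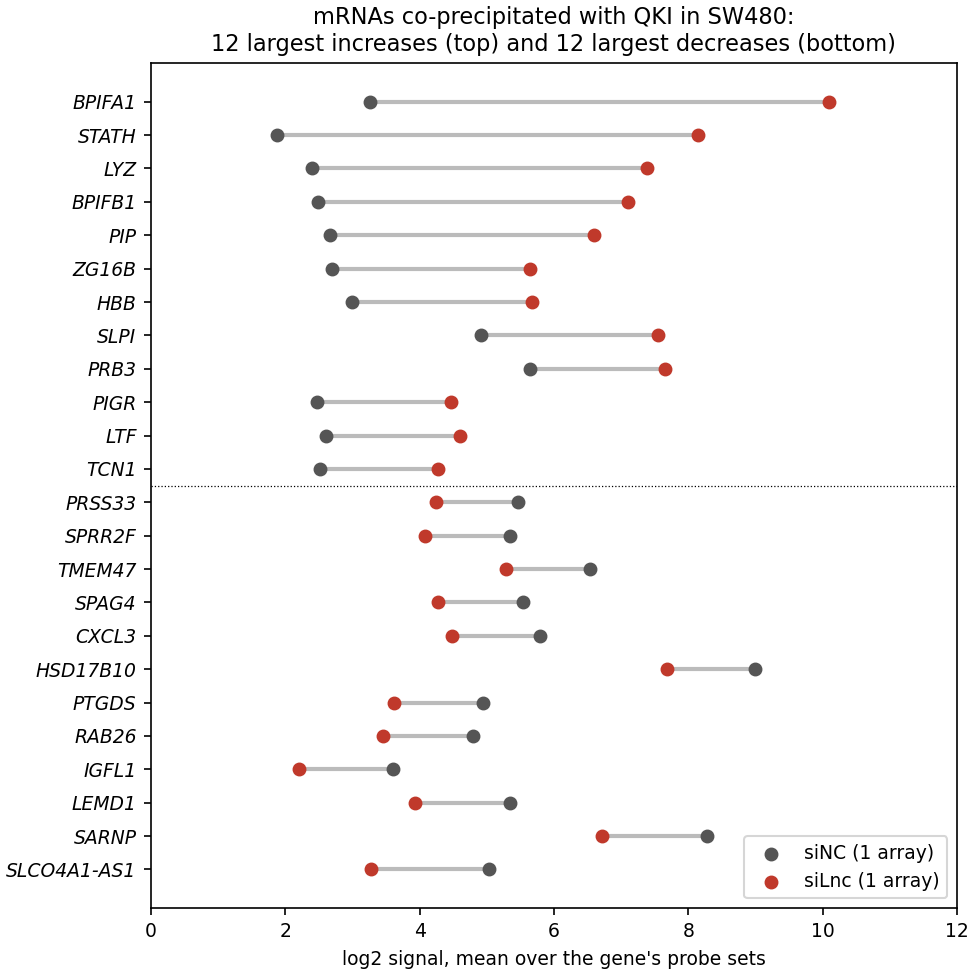
Log2 signal of the 12 genes with the largest increase (top) and the 12 with the largest decrease (bottom) in the QKI precipitate, in siNC (grey) and siLnc (red), 1 array each, as the mean over the probe sets of a gene. BPIFA1 moves from 3.26 to 10.09, while SARNP moves from 8.28 to 6.72.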

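Of the probe sets that differed at least 2-fold between siLnc and siNC, 89.1% were higher in siLnc (exact binomial 95% interval 86.8 to 91.1, which covers the counting of probe sets only). Gland and blood genes such as BPIFA1 and HBB made up 19 of the higher probe sets, and without them the share was 88.8%. The changed probe sets were mostly of low to middle signal. Of 5561 probe sets with a mean log2 signal between 4 and 5, 186 were higher and 24 lower, while of 695 above 10 none was 2-fold changed. Probe sets of 1 gene often differed from each other. Of 464 genes that had at least 1 higher probe set and were read by 2 or more, 16 had every probe set at least 2-fold higher. The median log2 difference over probe sets was 0.00. This median was -0.13 at mean log2 signals between 2 and 3 and 0.16 between 6 and 7. How the arrays were scaled is not known, and their sorted values differed by at most 0.19. A shift of all mRNAs together may therefore have been removed. Higher and lower are read relative to the other probe sets, and a change in the total RNA recovered with QKI was not tested. The bacterial controls added at hybridization were lower in siLnc in all 18 probe sets, and the cause was not tested. A difference between the 2 arrays is therefore not separated from the knockdown in the share of higher probe sets.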

Overall, NONHSAT136151 knockdown predominantly enhanced the binding capacity of QKI with its target mRNAs. Furthermore, GO and KECG enrichment analysis were performed to evaluate functional classification of these upregulated mRNAs (Figure 6G,H). 

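Gene lists set before the data were examined, some of them after groups in Fig. 6G,H, were described by the median log2 difference of their genes. Each median was ranked among those of 10000 random lists of the same size and signal, which describes these 2 arrays and is not a test across replicates. The paper found the groups in Fig. 6G,H among the upregulated mRNAs of the same arrays. For a list that follows one of them, a high rank is not independent evidence of its direction. The groups described next are not named in the paper's text. Some of them may be among the groups in Fig. 6G,H, so their ranks are not taken as independent evidence either. For nucleoporins and mRNA export factors, which carry RNA and protein through the nuclear pore, the median was 0.42 over 35 genes, above all 10000 random lists. The nuclear pore proteins NUP155 (1.31), NUP133 (1.27) and NUP37 (1.04, and 0.93 after cyclic loess between the arrays) were at least 2-fold higher, and 33 of the 35 genes lay above 0. SARNP, an RNA-binding protein of mRNA export that is not in this list, was lower (-1.56). NUP155 and NUP133, each read by 1 probe set, had signals of 3.74 and 3.82 in siNC, below the 4.72 under which 95% of probe sets of genes of absent cell types lay, so the size of their differences is not exact. Heat shock proteins and chaperones had a median of 0.52 over 30 genes, also above all random lists. Of these, CCT2, a subunit of the chaperonin that folds actin and tubulin, was higher by 1.18 and the co-chaperone STIP1 by 1.06. Each had a brighter probe set below 2-fold (0.90 for CCT2 and 0.54 for STIP1), and STIP1 had 0.95 after cyclic loess. The other STIP1 probe set (1.59) lay at 4.46 in siNC, below 4.72, so its size is not exact. In the citrate cycle, 21 of 24 genes lay above 0, with a median of 0.42 that exceeded 9997 of the random lists. SUCLA2, a subunit of succinyl-CoA ligase, was the member at 2-fold (1.00), and DLD had 0.98 (1.13 in its brightest probe set). After cyclic loess SUCLA2 had 0.86, and DLST, named after its value was seen, reached 2-fold (1.01, against 0.94 before), with a mean signal below 4.72 on both arrays (3.05 and 3.99), so this call is not exact either. Fatty acid metabolism had a median of 0.23 over 32 genes (above 9896 random lists), with HACD3 at 1.18 (0.45 in its brightest probe set) and ACADM, which did not reach 2-fold, at 0.75. For lysosomal genes the median of 0.05 over 46 genes (above 5799 random lists) did not stand apart, and FUCA1 (0.92) and PPT1 (0.88) did not reach 2-fold. The same held for 22 p53 target genes, with a median of 0.09 (above 7516 random lists), where IGFBP3 was lower (-1.20) and SESN1 had 0.82. This median was -0.01 after quantile normalization.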

Upregulated genes were to a great extent concentrated in the GO terms and KEGG pathways essential to cell growth and maintenance such as DNA replication, cell cycle, cell division, DNA repair, mRNA splicing and pyrimidine/purine metabolism, which were closely related to tumour pathogenesis. Furthermore, we detected expression level of five key genes in DNA replication pathway in SW480 after silencing NONHSAT136151. 

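Genes of DNA replication were higher in the QKI precipitate of siLnc cells, with a median log2 difference of 0.40 over 36 genes (95% interval over genes 0.23 to 0.67). Of these, 31 lay above 0, 5 were at least 2-fold higher and none was 2-fold lower. POLE2, a subunit of DNA polymerase epsilon, was higher by 1.65, MCM4, of the replicative helicase, by 1.31, the flap endonuclease FEN1 by 1.10 and RPA2, which binds single-stranded DNA, by 1.09. POLE2 is read by 1 probe set, at 4.29 in siNC, below the 4.72 under which 95% of probe sets of genes of absent cell types lay, so the size of its difference is not exact. The 5 probe sets of MCM4 ranged from 0.70 to 1.76, and the brightest was the lowest. Genes that license and fire replication origins had a median of 0.49 over 20 genes (0.25 to 0.71), with ORC5, of the origin recognition complex, at 1.05 (0.74 in its brightest probe set). The mean signal of ORC5 in siNC was 3.95, also below 4.72, so the size of its mean difference is not exact. For the G1/S transition the median was 0.27 over 29 genes (0.02 to 0.49), and WEE1, a kinase that restrains CDK1 and CDK2, was higher by 1.30 and CDK6 by 1.03. In mRNA splicing, 84 of 99 genes lay above 0, with a median of 0.34 (0.26 to 0.42). The RNA helicases DHX15 (1.36) and DDX5 (1.05) were its 2 members at least 2-fold higher. The medians of DNA replication, origin licensing and splicing exceeded all 10000 random lists of the same size and signal, and that of G1/S exceeded 9971. The lists described here follow groups the paper found among upregulated mRNAs of the same arrays, so their ranks are not independent evidence. Pyrimidine metabolism had a median of 0.21 over 33 genes (0.03 to 0.51), above 9967 random lists, which was 0.13 after cyclic loess, 0.12 after quantile normalization and 0.38 over brighter probe sets. NT5E, an ectonucleotidase, was higher by 1.02 from 3 probe sets that all lay below 4.72 in siNC, so that its size is not exact either, and RRM1, a subunit of ribonucleotide reductase, had 0.88, below 2-fold, and 1.02 in its brightest probe set. Purine metabolism had a median of 0.08 over 36 genes (-0.01 to 0.26), above 7104 random lists, and none of its genes reached 2-fold as a mean. Over the alternatives this median ran from 0.03 to 0.14. Its largest differences were in the synthesis enzymes GART (0.96, and 1.09 in its brightest probe set) and PRPS1 (0.92). After cyclic loess between the arrays, 2 genes of DNA replication, 1 of the G1/S transition and 1 of splicing were at least 2-fold higher. FEN1 then had 0.98 (0.91 in its brightest probe set), RPA2 0.95 (0.82), CDK6 0.97 and DDX5 0.97. NT5E had 0.98 after quantile normalization.

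**Figure D2:**
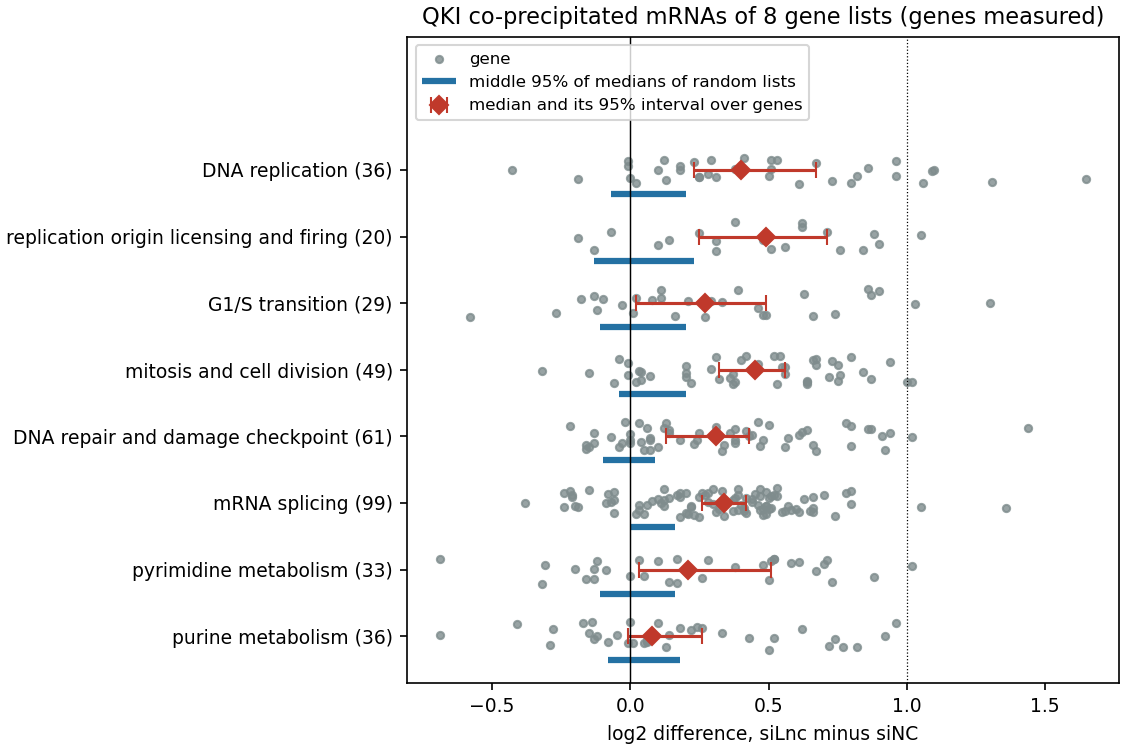
Log2 difference (siLnc minus siNC) of each gene of 8 gene lists in the QKI precipitate (grey points, 1 array per condition), with the median and its 95% interval over genes (red) and the middle 95% of the medians of 10000 random lists (blue bars). Dotted line, 2-fold. The median of DNA replication lies at 0.40, right of its random lists (-0.07 to 0.20), and that of purine metabolism at 0.08, within them (-0.08 to 0.18).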

Previous studies demonstrated the protumor function in CRC of the five genes, CDK2,^36^, ^37^ CHK2,^38^, ^39^ CDC6,^40^, ^41^ CHK1^42^ and CDC25A.^43^ In our study, all five genes expression was reduced to some extent and four genes (CDK2, CDC6, CHK1 and CDC25A) showed the significantly decreased expression (Figure 6I,J), which can partly explain that decreased NONHSAT136151 expression leads to the inhibition of CRC progression.

Collectively, the aforementioned data demonstrate that the interaction between NONHSAT136151 and QKI potentially influences the binding of QKI to its target mRNA, consequently resulting in alterations in the expression of QKI's target genes. This mechanism could potentially underlie the oncogenic activities exerted by NONHSAT136151 in CRC.

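In the RIP arrays, none of the 5 blotted genes reached 2-fold as the mean over its probe sets. By a count chosen after the data were seen, 4 of the 5 had a probe set at least 2-fold higher in siLnc. In all, 5 of the 16 probe sets of these genes reached 2-fold. CDC25A, the phosphatase that activates CDK2, had a mean log2 difference of 0.90 over 3 probe sets, which ranged from 0.25 to 1.31. CDC6, which loads the replicative helicase at origins, had 0.90 over 2 probe sets (0.75 and 1.04). CHEK1, the gene of the checkpoint kinase CHK1, had 0.86 over 6 probe sets, from 0.65 to 1.02. CDK2 had 0.74 over 3 probe sets, from 0.52 to 1.11. CHEK2, the gene of CHK2, had 0.18 over 2 probe sets (-0.50 and 0.86). Both lay below 4.72 in siNC, a signal under which 95% of probe sets of genes of absent cell types lay, and the first at 2.51 and 2.01 on the 2 arrays, so no direction is read from it and the mean is not exact. The CDK2 probe set at 1.11 (4.34 in siNC) and the CDC25A probe sets at 1.31 (4.50) and 0.25 (3.86) also lay below 4.72. The size of these differences is not exact either. After cyclic loess between the arrays the means were 0.84 for CDC25A, 0.77 for CDC6, 0.73 for CHEK1 and 0.63 for CDK2. The median of the 5 genes was 0.86, above 9999 of 10000 random lists matched on signal. The paper took them from the DNA replication pathway, enriched among upregulated mRNAs of the same arrays, so this rank is not independent evidence. These values are amounts of mRNA recovered with QKI. The western blots of Fig. 6I,J were not analysed here.

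**Figure D3:**
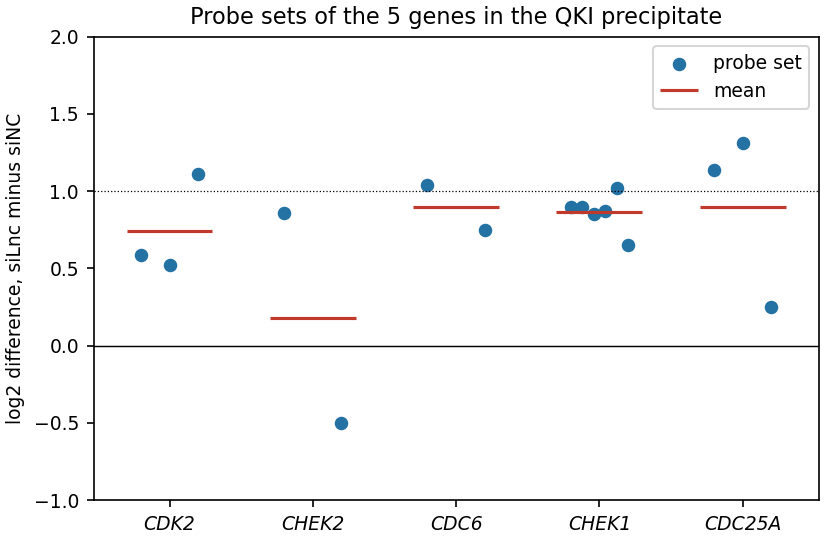
Log2 difference (siLnc minus siNC) of each probe set (points) of the 5 blotted genes in the QKI precipitate, 1 array per condition, with the mean of each gene (red lines). Dotted line, 2-fold. The 6 probe sets of CHEK1 lie between 0.65 and 1.02, and those of CHEK2 at -0.50 and 0.86.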

### 3.7 FOXP3 regulated the transcription of NONHSAT136151 in CRC cells

Additionally, we explored the upstream molecules that regulate the transcription of NONHSAT136151. First, we retrieved the sequence upstream of NONHSAT136151 transcription start site (TSS) by 2000 base pairs as its theoretical promoter region. Twenty‐six candidate transcription factors were identified by overlapping the JASPAR and PROMO databases (Figure 7A). Using the online tool GEPIA, we subsequently screened out four transcription factors (ETV4, FOXP3, E2F1 and XBP1) which are highly expressed in CRC and closely related to cancer (Figure 7B). Then, we silenced the four transcription factors using siRNAs and analysed NONHSAT136151 expression in SW480. Results indicated that FOXP3 was the only transcription factor that resulted in a significant downregulation of NONHSAT136151 after knockdown (Figure 7C). Subsequently, using JASPAR database, we predicted the potential motifs FOXP3 bind and the three corresponding sites in NONHSAT136151 promoter region with the highest scores (Figure 7D, Table S5). A ChIP assay and PCR were conducted, and the results showed a significant enrichment of FOXP3 on the putative E2 binding site but not the E1 and E3 sites (Figure 7E). According to these data, FOXP3 could be considered as a transcription factor regulating NONHSAT136151 expression of in CRC.

**FIGURE 7:**
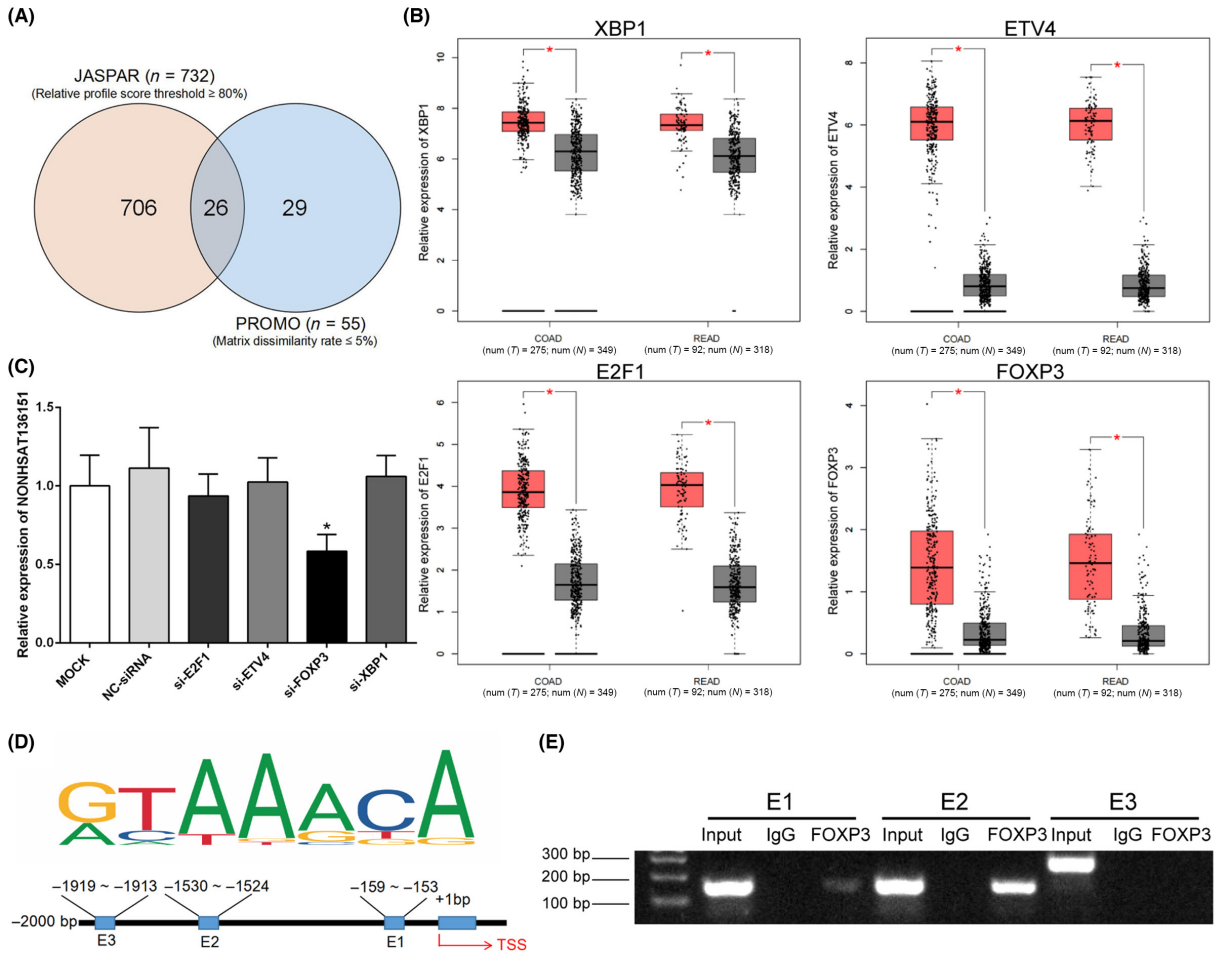
FOXP3 was a potential transcription factor (TF) inducing the expression of NONHSAT136151 in CRC. (A) Venn diagram showed the putative TFs that bind NONHSAT136151 promoter based on JASPAR and PROMO databases. (B) Four upregulated TFs in CRC were screened out using GEPIA from the candidates. (C) RT‐qPCR was used to evaluate the expression of NONHSAT136151 after silencing the four candidate TFs (*n* = 3). (D) The putative FOXP3 binding sites (E1, E2 and E3) in NONHSAT136151 promoter and corresponding binding motif were predicted by JASPAR. (E) ChIP assays were carried out in SW480 cells using antibodies against FOXP3 or IgG. The specific primers were used to detect NONHSAT136151 promoter fragments. *p < 0.05 vs. the NC group. CRC, colorectal cancer; GEPIA, Gene Expression Profiling Interactive Analysis; TF, transcription factor.

## 4 DISCUSSION

Globally, CRC has a reputation for being one of the most common and lethal cancer types. As evidenced by growing research, lncRNA contributes significantly to cancer biology, including CRC.^44^ Nevertheless, the majority of lncRNAs lack sufficient functional annotation. Our current research has identified a lncRNA, NONHSAT136151, associated with CRC and mainly present in the cytoplasm. Previous evidence suggested that lncRNAs are preferentially localized in the nucleus.^45^ However, recent studies revealed that cytoplasmic lncRNAs are present in greater numbers than previously thought^46^, ^47^ and exhibit higher stability than their nuclear counterparts.^22^, ^47^ The biological function of cytoplasmic lncRNAs may be vastly underestimated. In our study, NONHSAT136151 had a mainly cytoplasmic distribution and high cellular expression and was associated with patients' clinical progress in CRC. NONHSAT136151 knockdown can impair the proliferation, invasion and migration of CRC cells in vitro as well as tumorigenicity in vivo. Therefore, we deem that cytoplasmic NONHSAT136151 is a potential pro‐oncogenic factor of CRC.

It is well known that forming complexes with RBPs is an important mode of lncRNAs function in the nucleus, while cytoplasmic lncRNA‐associated ribonucleoprotein complexes (lncRNPs) can also govern essential events important to cellular structural and functional maintenance.^21^, ^22^ In the current study, we detected the binding proteins of NONHSAT136151 both by RNA pulldown assay and proteome microarray and identified three proteins that interact with NONHSAT136151 (QKI, KCNAB1 and HIST1H1B). There has been a noticeable amount of research relating QKI to cancer pathogenesis, which includes CRC.^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^ However, there is little literature to link KCNAB1 or HIST1H1B with cancer. Therefore, our study focused on QKI and did not analyse the other two proteins. Moreover, the co‐localization of NONHSAT136151 and QKI in the cytoplasm further verified that QKI is a specific binding protein of NONHSAT136151. QKI is a classical RBP that belongs to the STAR family and is accepted as a tumour suppressor in CRC as well as many other human cancers. As a multifunctional RBP, QKI predominantly functions by binding to RNA, and increasing evidence has revealed its vital roles in the metabolic processes of multiple RNA species, such as mRNA stabilization,^31^ microRNA processing,^48^ alternative pre‐mRNA splicing^49^ and circular RNA biogenesis.^50^ Nevertheless, there is limited knowledge regarding the significance of the interaction between lncRNA and QKI in the development of cancer. Our research findings suggest that the interaction between NONHSAT136151 and QKI may potentially contribute to a previously unidentified regulatory mechanism associated with CRC.

Previous evidence demonstrated that the process of lncRNA interacting with RBP was often accompanied by a variation in RBP expression and that lncRNAs can modulate the stability of interacted RBP through protein degradation pathways.^16^, ^51^, ^52^ Nevertheless, our study detected no significant change in QKI protein expression in CRC cells after NONHSAT136151 knockdown. Consistently, NONHSAT136151 was not statistically significantly correlated with the level of QKI in CRC tissue. Both results demonstrated that interaction of NONHSAT136151 did not contribute to a significant change in the QKI protein expression. Aside from altering their expression level, lncRNA can also regulate the RBP interaction with their target mRNAs in the cytoplasm after binding to RBPs.^53^, ^54^, ^55^, ^56^ We learned that the QKI protein can function both inside and outside of the nucleus, and modulating the target mRNAs is a prominent way in which it participates in cellular processes in the cytoplasm.^57^ Regarding the target mRNAs of QKI, Galarneau A et al.^58^ revealed that 24% were associated with cell growth and/or maintenance, which was an essential component of cancer pathogenesis. Furthermore, some important mRNAs closely related to cancer such as Fos, Jun, Ras, p53,^58^ β‐catenin^28^ and RASA1,^31^ have been reported as target genes regulated by QKI protein. Thus, it is conceivable that interaction with target mRNAs is highly important to the anti‐oncogenic function of QKI. Our study showed that the abundance of mRNAs enriched by QKI was predominantly enhanced after silencing NONHSAT136151 in CRC cells, indicating that NONHSAT136151 impaired the mRNA binding capacity of QKI. 

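Of the reported QKI targets, 4 genes were measured here, and the other named targets were not analysed here. CTNNB1, the gene of β-catenin, was higher in the siLnc precipitate, with a log2 signal of 5.64 in siNC and 6.77 in siLnc as the mean of 8 probe sets. Of these, 7 differed by 1.06 to 1.44, while the brightest, at 9.90 in siNC and 10.18 in siLnc, differed by 0.28. FOS had a mean log2 difference of -0.32 over 4 probe sets (-0.45 to -0.26), JUN -0.17 over 4 (-0.38 to -0.09) and HRAS 0.05 over 2 (0.04 and 0.06), which was -0.09 after cyclic loess. The median of the 4 genes was -0.06, above 1826 of 10000 random lists. In the family of RNA-binding proteins that QKI belongs to (STAR), the median over 5 genes was -0.06 (above 2776 random lists) and 0.02 after cyclic loess. KHDRBS1, which encodes the splicing regulator SAM68, had 0.58, below 2-fold. From the predominance of higher over lower mRNAs in the QKI precipitate, the paper proposes that NONHSAT136151 impairs the mRNA binding capacity of QKI.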

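Genes of mitosis and cell division were higher in the QKI precipitate after the knockdown, with a median log2 difference of 0.45 over 49 genes (95% interval over genes 0.32 to 0.56). Of these, 43 lay above 0, and the median exceeded all 10000 random lists matched on signal. SMC3, a subunit of the cohesin ring that holds sister chromatids together, was higher by 1.02 and ECT2, which starts the cleavage furrow, by 1.00. Neither reached 2-fold after cyclic loess between the arrays (0.98 and 0.93), and the brightest probe set of SMC3 had 0.75. The mean signal of SMC3 in siNC was 4.29, below 4.72, a signal under which 95% of probe sets of genes of absent cell types lay. The size of its mean difference is therefore not exact. Genes of DNA repair and the damage checkpoint had a median of 0.31 over 61 genes (0.13 to 0.43), also above all random lists, with 48 genes above 0 and 10 below. The paper found both groups among upregulated mRNAs of the same arrays, so these 2 ranks are not independent evidence. UNG, which removes uracil from DNA, was higher by 1.44 in the mean of 2 probe sets (1.42 and 1.47). The UNG probe set at 1.42 lay at 3.74 in siNC, below 4.72, so its size is not exact, while the other lay at 5.28. RAD54L was higher by 1.02 and had 0.98 after cyclic loess. It is read by 1 probe set, at 4.18 in siNC, below the 4.72 under which 95% of probe sets of genes of absent cell types lay, so its size is not exact.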

Consistent with a previous study,^58^ the differentially enriched mRNAs identified in our study were largely concentrated in the gene category of cell growth and/or maintenance, including DNA replication, cell cycle, cell division and DNA repair. Furthermore, after NONHSAT136151 knockdown, we detected the expression of several representative genes in DNA replication pathway, which have been reported as cancer‐promoting factors in CRC. Most of these genes showed the decreased level of protein expression, which means that enhancement of the interaction between QKI and its target genes after downregulating NONHSAT136151 can indeed result in the expression alteration of QKI's target genes at the protein level. Based on the aforementioned evidence, it is discernible that QKI primarily exerts its tumour suppressor function by interacting with its target genes. The disruption of QKI‐mRNA interaction by NONHSAT136151 may serve as a significant catalyst in the advancement of CRC.

Like mRNA, regulation of lncRNA transcription is mediated by transcription factors.^59^, ^60^ In our study, transcription factor FOXP3 was found to associate with NONHSAT136151 expression in CRC cells. ChIP further confirmed FOXP3 binding to the promoter region of NOHSAT136151, indicating that FOXP3 might induce the dysregulation of NONHSAT136151 transcription in CRC. FOXP3 is one of members of Forkhead Box family and is well known as a specific marker of regulatory T cells (T_reg_).^61^ As the crucial component of tumour microenvironment, FOXP3^+^ T_reg_ cell infiltration into a tumour can suppress anti‐tumour immunity, thereby inducing immune evasion and promoting tumour progression.^62^ However, previous evidence suggested that FOXP3 can be detected in various cancers and plays dual roles in cancer pathogenesis.^63^, ^64^ FOXP3 plays a protumor role in several cancers^65^, ^66^, ^67^, ^68^ including CRC,^65^ while the antitumor role is observed in other cancers.^69^, ^70^, ^71^ Therefore, to date, the significance of FOXP3 expressed in cancer remains under debate. Our results showed the potential regulation of NONHSAT136151 by FOXP3, suggesting that NONHSAT136151 may be a novel pathway for FOXP3 to be involved in tumour microenvironment regulation. The further study of FOXP3 may be a promising but complex work which requires a significant investment, and it may be possible for our future study to be based on the findings from the current research.

In conclusion, NONHSAT136151 was identified as a potential regulatory lncRNA in CRC pathogenesis in our study. Mechanistically, NONHSAT136151 interacted with the RBP QKI without changing its expression but by interfering with QKI binding to target mRNAs and regulating their expression. Additionally, we partially revealed the regulation of NONHSAT136151 expression by FOXP3, indicating a potential role of NONHSAT136151 in contributing to the tumour microenvironment. Therefore, NONHSAT136151 would be a potential target in CRC treatment.

## AUTHOR CONTRIBUTIONS

**Handong Huang:** Investigation (equal); methodology (equal); writing – original draft (equal); writing – review and editing (equal). **Xiaoxiang Liang:** Investigation (equal); project administration (equal). **Weizheng Wu:** Formal analysis (equal). **Tao Yuan:** Investigation (equal). **Zhengquan Chen:** Project administration (equal). **Lin Wang:** Visualization (equal). **Zhenyu Wu:** Data curation (equal). **Tao Zhang:** Resources (equal). **Kai Yang:** Validation (equal). **Kunming Wen:** Conceptualization (lead); supervision (lead).

## CONFLICT OF INTEREST STATEMENT

The authors confirm that there are no conflicts of interest.

## Supporting information

Tables S1–S5.

## Data Availability

The datasets used and/or analysed during the current study are included in this published article (and in the supplementary files). The datasets of RNA and protein microarrays are available in the following open access repositories: GEO, https://www.ncbi.nlm.nih.gov/geo/ (GEO accession numbers: GSE227471 and GSE227550); Protein Microarray Database, http://www.proteinmicroarray.cn/ (Accession number: PMDA193). Any further data are available from the corresponding author on reasonable request.

# Supplementary material for: FOXP3‐regulated lncRNA NONHSAT136151 promotes colorectal cancer progression by disrupting QKI interaction with target mRNAs
**Source:** J Cell Mol Med. 2023 Dec 2;28(2):e18068. doi: 10.1111/jcmm.18068
**Supplement:** Supplementary file 1 — Tables S1–S5.

**Table SI.** **siRNA sequences.**

| **Name** | **Sequence, 5' - 3'** |
| --- | --- |
| si-NON-1 | UAGGCAUGGUUAGCGUGGUCGGAAUTT |
| si-NON-2 | TTCTTACACAATAGCCAGG |
| si-ETV4 | AATTTGAAGGAGACATCAAGC |
| si-FOXP3 | GCATCATCACACAATCACACA |
| si-E2F1 | AAGTCACGCTATGAGACCTCA |
| si-XBP1 | GGAACAGCAAGTGGTAGATTT |
| si-NC | TTCTTACACAATAGCCAGG |

**Table SII. PCR primer sequences.**

| **Name** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| NONHSAT136151 | GAATAATCTCCCAAACCTCAAT | TGGACAGAAAGGCTACACG |
| DUXAP8 | AGCAGTGGTGGGTTCCAT | ATTCCACAGCAGGGTGACTA |
| RP13-157F18.2 | GCATTGCTCAGTCCCAGAA | GCTGCTTCCAATATCCTCCTG |
| NEAT1 | AGGCAGGGAGAGGTAGAAGG | TGGCATGGACAAGTTGAAGA |
| β-Actin | GGGAAATCGTGCGTGACAT | CAGGCAGCTCGTAGCTCTT |
| GAPDH | CGACCACTTTGTCAAGCTCA | AGGGGTCTACATGGCAACTG |
| E1 binding site | TTTACTATTCCTTTGCACCCTTCA | GTTTGGGAGATTATTCGGACATG |
| E2 binding site | CCCAAATCAGAAGCGTTTAGGTT | GTCTCACAGTGGAGGGAAGGAAT |
| E3 binding site | CCCAAGCGTCGCTGAGTCTTTCT | ATTACAGGGTGGAGGAGCGGAGG |

**Table SIII. Primary and secondary antibodies used in WB.**

| **Antigen** | **WB dilution** | **Antibody name** | **Catalog number** | **Company** |
| --- | --- | --- | --- | --- |
| α-tubulin | 1:4000 | Alpha tubulin rabbit pAb | 11224-1-AP | Proteintech |
| GAPDH | 1:4000 | Anti-GAPDH rabbit pAb | ab9485 | Abcam |
| QKI | 1:1000 | Anti-QKI rabbit pAb | HPA019123 | Sigma-Aldrich |
| ETV4 (Pea3) | 1:1000 | Anti-Pea3 mouse mAb | ab70425 | Abcam |
| FOXP3 | 1:1000 | FOXP3 rabbit pAb | 22228-1-AP | Proteintech |
| E2F1 | 1:1000 | Anti-E2F1 rabbit mAb [1D12] | ab288369 | Abcam |
| XBP1 | 1:1000 | Anti-XBP1 rabbit mAb [EPR4086] | ab109221 | Abcam |
| Rabbit IgG | 1:5000 | Goat anti-rabbit IgG-HRP | ab6721 | Abcam |
| Mouse IgG | 1:10000 | Goat anti-mouse IgG-HRP | ab6789 | Abcam |

**Table SIV. List of proteins after RNA pulldown and proteosome microarray assays.**

| **RNA pulldown** | A2M, ABCF1, ACACA, ACADVL, ACOT7, ACOT9, ACTA1, ACTB, ACTG1, ACTN1, ACTN4, ACTR2, ADAR, ADARB1, ADRM1, AFP, AHCY, AHSA1, AHSG, AIMP1, AIMP2, AK3, ALB, ALDH18A1, ALDH3A2, ALDH9A1, ALDOA, ALDOC, ANP32A, ANXA1, ANXA11, ANXA2, ANXA3, ANXA4, ANXA7, AP2B1, AP3B1, APEH, APEX1, APMAP, APOBEC3B, ARHGDIA, ASS1, ATAD3A, ATIC, ATP1A1, ATP1B1, ATP1B3, ATP2A2, ATP5A1, ATP5B, ATP5C1, ATP5O, BLVRA, BLVRB, BSG, BUB3, C14orf166, CACYBP, CAD, CALR, CAND1, CAP1, CAPG, CAPN1, CAPN2, CAPRIN1, CAPZA2, CAPZB, CCDC177, CCT2, CCT3, CCT4, CCT6A, CCT7, CCT8, CD63, CDC37, CDC2, CDPF1, CFAP74, CFL1, CKAP4, CKAP5, CLIC1, CLPB, CLTC, CMTR1, CNGB3, CNN2, COG3, COPA, COPB1, COPB2, COPG1, CPNE1, CPPED1, CRYZ, CS, CSE1L, CSNK1A1, CTNNB1, CTNND1, CTSB, CTSD, CUL4B, CYFIP1, CYP2S1, DARS, DCD, DCXR, DDB1, DDOST, DDX1, DDX17, DDX21, DDX39B, DDX41, DDX46, DDX5, DDX58, DHX15, DHX30, DHX9, DICER1, DKC1, DLST, DNAJA1, DPYSL3, DRG1, DSG1, DSP, DYNC1H1, DYNC1LI2, ECH1, EEF1A1P5, EEF1D, EEF1G, EEF2, EHD1, EHD4, EIF2AK2, EIF2S1, EIF2S2, EIF2S3, EIF3F, EIF4A1, EIF4A3, EIF4G1, EIF6, ELAVL1, ENO1, EPHA2, EPPK1, EPRS, ERLIN1, ERO1L, ETFA, EZR, FAM98A, FARSA, FASN, FBL, FHL2, FKBP3, FLII, FLNA, FLNB, FUS, FXR1, G6PD, GALC, GAPDH, GART, GCK, GDI2, GFPT1, GLO1, GLUD1, GMPS, GNAS, GNB2L1, GNL3, GOT2, GPI, GSN, GSTO1, GSTP1, GTF2I, H2AFV, HADH, HADHA, HADHB, HARS, HBS1L, HDLBP, HIST1H1B, HIST1H1D, HLA-A, HMGB1, HNRNPA0, HNRNPH1, HNRNPK, HNRNPL, HNRNPM, HNRNPR, HNRNPU, HNRNPUL1, HNRNPUL2, HS2ST1, HSD17B4, HSPA6, IGF2BP2, IGF2BP3, IGHA2, IGHG1, IGKV2-40, IL18, ILF2, ILF3, IMMT, IMPDH2, IPO4, IPO5, IPO7, IQGAP1, ITGA2, ITGA3, ITIH2, JUP, KARS, KCNAB1, KHSRP, KPNA2, KPNB1, KTN1, LAMC1, LAMP1, LARS, LDHA, LDHB, LGALS3, LMNA, LMNB1, LONP1, LYZ, MARS, MATR3, MBLL, MCM3, MCM5, MDH1, METAP2, MSN, MT-ATP6, MYH14, MYH9, MYO1C, MYO1D, MYOF, N4BP2L2, NACA, NAP1L1, NAPA, NARS, NCKAP1, NCL, NNMT, NONO, NOP56, NOP58, NPEPPS, NPM1, NPM3, NQO1, NSUN2, NUP98, OASL, OAT, P4HB, PA2G4, PABPC1, PAFAH1B3, PARP1, PC, PCBP2, PCCA, PCCB, PCNA, PDCD6IP, PDHA1, PDHB, PDIA3, PDIA3, PDIA4, PDIA5, PKP2, PLEC, PLIN3, PLS3, PLXNA3, PNKP, PNP, PNPT1, POR, PPA1, PPIB, PPP1CC, PPP2CB, PPP2R1A, PPT1, PRDX1, PRDX4, PRDX6, PRKDC, PRMT1, PRPF19, PRPF40A, PRPF40A, PRPF6, PRSS3, PSAT1, PSMA1, PSMA3, PSMA4, PSMA6, PSMA7, PSMB4, PSMB5, PSMC1, PSMC3, PSMC4, PSMC6, PSMD11, PSMD14, PSMD2, PSMD3, PSMD8, PTBP1, PYGB, QARS, QKI, RAB1B, RAB21, RAB2A, RAB5C, RAB6B, RAB7A, RAE1, RALY, RAN, RANBP1, RARS, RBBP4, RHOA, RHOC, RNH1, RPA2, RPL10, RPL10A, RPL11, RPL13, RPL14, RPL17, RPL18, RPL19, RPN2, RPS5, RTCB, SAR1A, SERPINB1, SERPINB6, SF3B1, SFPQ, SFXN3, SHMT2, SHROOM3, SLC1A5, SLC25A1, SLC25A11, SLC25A13, SLC4A5, SNRPA1, SNX1, SORD, SRP54, SRP68, SRSF9, SSB, SSR4, STAM2, STAU1, STAU2, STRBP, STT3B, SYPL1, TAGLN, TAGLN2, TAOK3, TARBP2, TARDBP, TARS, TCERG1, TECR, THOC2, TM9SF3, TMED10, TNIK, TOMM22, TOMM40, TOP1, TOR1AIP1, TPM2, TPM4, TPR, TPTE2, TRAM1, TRAP1, TRIM25, TROVE2, TTLL11, TUBA1A, U2AF2, UBA1, UBA2, UQCRC1, VARS, VDAC3, VTA1, WDR77, XPO1, XPO7, YARS, ZBTB8OS, ZC3H15, ZFR |
| --- | --- |
| **Proteosome microarray** | IFT22, KCNAB1, QKI, E2F2, YAF2, HIST1H1B, CRYBB1, SF3B3 |

Note: The overlapped proteins are in red font.

**Table SV. Promotor sequences used to design the E1, E2 and E3 binding site primers (binding site sequences have been marked in red font).**

| **Binding site** | **Sequence** |
| --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

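The data were 2 PrimeView arrays of RNA recovered with an anti-QKI antibody from SW480 cells, 1 of cells given control siRNA (siNC) and 1 of cells given siRNA against NONHSAT136151 (siLnc). Both conditions were taken from the sample labels, the methods and Fig. 6E,F. The authors deposited log2 signals, 1 per probe set and array, with 2 decimals. The log2 scale was taken from the values, since the highest signal exceeded 11.09, the largest natural log a 16-bit scan can give, and from the axes of Fig. 6F. The array measurement and its analysis were commissioned to a company, and the submitters' processing notes name GCOS. Background correction, summarisation and normalization are not given in the sources used here.

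Probe sets were named through the platform annotation given with the table, with symbols checked against RefSeq gene identifiers, which changed 0 symbols. Probe sets with several symbols or without a name entered the counts of probe sets but not the values of genes. No genome build is named for the table, so no coordinates are given. The siNC log2 signal was subtracted from the siLnc log2 signal, and a probe set or gene was counted as higher or lower at a log2 difference of at least 1 (2-fold). The methods state this fold threshold for the study's other array and none for this one. With 1 array per condition no test across replicates and no paired comparison could be made, and no p-value is given. Over all probe sets the robust SD of the log2 difference was 0.33, which includes real changes and technical noise alike.

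The 28 gene lists, the named genes and the alternatives were set before the data were examined, except where stated. Each list was described by the median log2 difference of its measured genes, the 95% interval of that median from binomial order statistics over genes, and its rank among 10000 random lists of the same size drawn from 20 bins of mean log2 signal. Genes were named if the paper names them, if they were among the 12 largest increases or 12 largest decreases of at least 2-fold with the brighter array at or above its median, or if they were among up to 4 members of a list with the largest differences of at least 2-fold (where fewer than 2 reached it, the 2 largest). The ranking was tested on simulated differences with the spread of these arrays over 18132 genes. Among 400 simulated lists of 36 genes, raising them by a log2 difference of 0.3 put 100% of them above 97.5% of random lists. Of unchanged simulated lists, 3.0% lay there by chance. Unchanged lists whose genes vary together were not simulated, so this rate is not known for real gene lists. The simulated lists were drawn from all genes, many of them dim. The robust SD of probe set differences was 0.16 at mean signals below 2 and 0.44 between 4 and 5. The 100% therefore does not carry over to lists of middle signal. Among 49292 probe sets, 200 simulated 4-fold increases were counted as higher in 99.0% of cases. How often unchanged probe sets were counted as higher was not tested.

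Alternatives were cyclic loess, quantile normalization and median centring between the arrays, a filter that kept probe sets with the brighter value at or above the median of its array, thresholds of 1.5-fold and 3-fold, counting by genes (mean or brightest probe set), and a threshold of 3 robust SDs among the 500 probe sets nearest in signal. Normalization used limma 3.58.1 in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Counts of genes with at least 1 changed probe set, counts without a list of gland and blood genes, and that list itself were added after the data were seen.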

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

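The tests on gland and blood transcripts and on the excess of higher probe sets were chosen after the results were seen.

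Genes outside those the paper discusses had a log2 signal at least 2 higher in siLnc than in siNC. These were BPIFA1 (6.83), STATH (6.26), LYZ (4.98), BPIFB1 (4.61), PIP (3.94), ZG16B (2.95), HBB (2.69), SLPI (2.64), PRB3 (2.01), PIGR (2.00) and LTF (2.00). Among the 20 probe sets with the largest rises, 14 belonged to a list of 42 measured gland, lining and blood genes drawn up after seeing them, and the 13 largest rises all did. Over the whole list 13 of the 42 genes were at least 2-fold higher by the mean over probe sets, while others of glands were not, such as LPO (-0.04), MUC5B (0.08), AZGP1 (0.08), JCHAIN (-0.13) and PRR4 (0.22). RNA of another tissue in the siLnc sample is a candidate source. HTN1 and MUC7, abundant salivary transcripts, had log2 differences of -0.29 and 0.06, which argues against whole salivary gland. SCGB1A1 and SCGB3A1, abundant in airway surface cells, had 0.10 and -0.27, which argues against airway surface epithelium. Of 5 further gland and red cell genes (BPIFA2, BPIFB2, CCL28, CA6 and ALAS2), 0 were at least 2-fold higher. Their mean signals lay below 4.72 on both arrays. A tissue low in them would give the same values and was not tested, so another gland-bearing tissue with blood stays open. With 1 array per condition, a change brought about by the knockdown stays open as well, and no biological explanation was tested.

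Bacterial controls added at hybridization, which carry no RNA of the cells, were lower in siLnc. The probe sets of bioB and bioC had a median log2 difference of -1.16, and those of cre -0.35. The poly-A controls had a median of -0.34 over 24 probe sets.

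More probe sets were higher than lower in siLnc, and a trend with signal between the arrays is not the whole cause, since 84.6% of 2-fold changed probe sets were still higher after cyclic loess. Less intact RNA, or less coverage towards the 5' end, on the siNC array would raise dimmer probe sets of a gene more than its brightest one, and over 2267 genes the median of that within-gene difference was 0.10 on the log2 scale after cyclic loess (95% interval over genes 0.08 to 0.11), against a bound of 0.1. It was 0.06 without cyclic loess, and 0.21 (0.18 to 0.26) over 187 genes with a 2-fold higher probe set, which are chosen for the pattern and decide nothing. The 5' signals of GAPDH and ACTB lay below their 3' signals on both arrays, and this gap was smaller in siLnc by 0.28 and 0.29, which goes with it. With 1 array per condition it stays open and cannot be told apart from the knockdown.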

How the results depend on the processing

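No paired analysis was possible because each condition had 1 array. The alternative for linear signals was not run, since the table is on the log2 scale, and the planned comparison of QKI motifs was not run, since no transcript sequences were used here. None of the named genes at least 2-fold changed, and no list whose interval over genes excluded 0, changed sign in the alternatives run. Values near 0 did: HRAS was -0.09 after cyclic loess and after quantile normalization, the median of p53 target genes was -0.01 after quantile normalization, that of epithelial-mesenchymal transition genes 0.01 after median centring, and that of the STAR family 0.01 to 0.06 in every alternative run except median centring. At 1.5-fold, 3562 probe sets were higher and 1271 lower (73.7% higher), and at 3-fold 54 and 6. Counted by gene, 118 were higher and 22 lower by the mean over probe sets (84.3% higher), and 200 and 49 by the brightest probe set (80.3%). The share of higher probe sets was 84.6% after cyclic loess, 80.4% after quantile normalization, 91.4% after median centring and 80.7% at 3 robust SDs, where 140 were lower. The median of DNA repair was 0.43 over brighter probe sets and 0.45 with the brightest probe set of each gene, and the medians of the other 7 gene lists at the paper's claims and of interferon-stimulated genes stayed within their intervals over genes in the 5 alternatives run on each. Members at least 2-fold higher depended more on the processing. Cyclic loess gave 2 in DNA replication, 1 each in G1/S transition, DNA repair and splicing, and 0 in mitosis. The brightest probe set gave 3 in DNA replication, 4 in G1/S transition, 1 in mitosis, 3 in pyrimidine metabolism and 1 in purine metabolism. Members with at least 1 higher probe set, a count chosen after seeing the data, were 10 in DNA replication, 4 in origin licensing, 6 in G1/S transition, 6 in mitosis, 7 in DNA repair, 12 in splicing, 6 in pyrimidine metabolism, 2 in purine metabolism and 1 among interferon-stimulated genes. The cause of these differences was not tested. For named genes, 20 of 84 values moved by more than the local robust SD with the brightest probe set, and 0 of 84 under each of the 3 normalizations. Genes read by 1 probe set could not move with the brightest one. The 0 says little about normalization, since median centring shifts all genes alike. The sorted values of the 2 arrays also differed by at most 0.19 to begin with. Probe sets near background limit what can be seen of low mRNAs.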

Differences from the paper's values

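The paper's counts of upregulated and downregulated mRNAs are 532 and 72, and it states no threshold for this array. The counts here, of probe sets at least 2-fold changed, were 744 and 91, each within 1.5 times the paper's. The paper counts mRNAs, and 1 mRNA can be read by several probe sets. Counted by gene, as planned, 118 were higher and 22 lower by the mean over probe sets, both outside that range. By the brightest probe set 200 were higher, also outside it, and 49 lower. Among alternatives set before the data were examined, 550 probe sets were higher after quantile normalization, with 134 lower. Genes with at least 1 changed probe set numbered 515 and 70, close to the paper's counts, a setting chosen after seeing the values. Which mRNAs the paper counted is not used here, so how many of them this setting drops is unknown.

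The paper lists purine metabolism among the groups in which upregulated genes were concentrated. Here the median log2 difference of purine metabolism was 0.08, above 7104 of 10000 random lists, no gene reached 2-fold as a mean, and 2 genes had a probe set at least 2-fold higher. Random lists had 1.5 such genes on average, and 4281 of 10000 had as many or more. A median over listed genes is another measure than the paper's enrichment among upregulated mRNAs, which was not repeated here. The other groups the paper lists had medians above at least 9967 random lists, DNA replication among them (0.40).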

Other observations

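Lists of response genes went different ways in the QKI precipitate. The median log2 differences of heat shock proteins (0.52), p53 target genes (0.09, and -0.01 after quantile normalization) and interferon-stimulated genes (0.01) were not below 0, while those of the 4 lists that follow were. NF-kB and inflammatory response genes had -0.29 over 18 genes, below all 10000 random lists, with an interval over genes of -0.48 to 0.08. The chemokine CXCL3 had -1.30, and CXCL1 had -0.98, just below 2-fold, and -1.12 after cyclic loess. Genes of the unfolded protein and amino acid stress response had a median of -0.20 over 23 genes (-0.56 to -0.01), above 10 random lists, and of -0.38 over brighter probe sets. DDIT4, a stress-induced inhibitor of mTORC1, had -1.20, while the chaperone HSPA5 had 0.83 (0.37 in its brightest probe set). Immediate early genes had a median of -0.17 over 19 genes (-0.32 to 0.12), above 85 random lists, with EGR1 at -0.70 and JUND at -0.56, neither at 2-fold. Wnt target genes had a median of -0.13 over 21 genes (-0.32 to 0.13), above 224 random lists, with the stem cell factor ASCL2 at -0.92 (-1.07 after cyclic loess) and DKK1 at 0.78.

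Cytosolic ribosomal proteins, encoded by abundant mRNAs, had a median of 0.00 over 65 genes, above 118 random lists, with the largest differences in RPS14 (0.59, and 0.04 in its brightest probe set) and RPL27A (0.43). Oxidative phosphorylation had 0.20 over 49 genes (0.10 after cyclic loess), above 9629 random lists, with ATP5F1A at 0.90 (0.17 in its brightest probe set) and ATP5F1B at 0.74. Cholesterol synthesis had 0.27 over 18 genes (0.16 after quantile normalization), above 9750, with MSMO1 at 0.54 and MVD at -0.52. Colon epithelial genes had -0.14 over 22 genes, above 910, with CDX2 at -0.95 and KRT23 at -0.51. Genes of the epithelial-mesenchymal transition had -0.02 over 22 genes, above 6405, with ZEB1 at 0.73 and SPARC at 0.37. None of the genes named in these 5 lists reached 2-fold as a mean, but CDX2 had -1.09 after cyclic loess, and the brightest probe sets of ZEB1 (1.25) and SPARC (1.07) differed by more, but at signals below 4.72 on both arrays, so that no change is read from them. Markers of cell types absent from the culture had -0.09 over 25 genes, above 7026, with LYZ (4.98) and HBB (2.69) the 2 members at least 2-fold higher.

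A hypothesis, whose bound was set after the values were seen, was that replication and cell cycle transcripts were higher because the cells responded to double-stranded RNA. In Table S1 the siRNA si-NON-1 is 27 nt long and the control 19 nt. Such a response would raise interferon-stimulated genes in the cells. Their median log2 difference in the QKI precipitate was 0.01 over 56 genes (interval over genes -0.08 to 0.06), below the bound of 0.5. Total mRNA of the cells was not measured, and the median siNC signal of the list, 3.30, lay below 4.72. Whether the cells responded is therefore not decided by this median. Against random lists of equally dim genes this median ranked above 9711 of 10000. ISG20 had -1.20 and PLSCR1 0.66.

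In the same table, si-NON-2 and the control siRNA carry the same sequence. Which siRNA was used for the precipitation is not named in the paper's text.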
